# Amyloid beta 42 alters cardiac metabolism and impairs cardiac function in male mice with obesity

**DOI:** 10.1038/s41467-023-44520-4

**Published:** 2024-01-15

**Authors:** Liam G. Hall, Juliane K. Czeczor, Timothy Connor, Javier Botella, Kirstie A. De Jong, Mark C. Renton, Amanda J. Genders, Kylie Venardos, Sheree D. Martin, Simon T. Bond, Kathryn Aston-Mourney, Kirsten F. Howlett, James A. Campbell, Greg R. Collier, Ken R. Walder, Matthew McKenzie, Mark Ziemann, Sean L. McGee

**Keywords:** Obesity, Heart failure, Mechanisms of disease

## Abstract

There are epidemiological associations between obesity and type 2 diabetes, cardiovascular disease and Alzheimer’s disease. The role of amyloid beta 42 (Aβ_42_) in these diverse chronic diseases is obscure. Here we show that adipose tissue releases Aβ_42_, which is increased from adipose tissue of male mice with obesity and is associated with higher plasma Aβ_42_. Increasing circulating Aβ_42_ levels in male mice without obesity has no effect on systemic glucose homeostasis but has obesity-like effects on the heart, including reduced cardiac glucose clearance and impaired cardiac function. The closely related Aβ_40_ isoform does not have these same effects on the heart. Administration of an Aβ-neutralising antibody prevents obesity-induced cardiac dysfunction and hypertrophy. Furthermore, Aβ-neutralising antibody administration in established obesity prevents further deterioration of cardiac function. Multi-contrast transcriptomic analyses reveal that Aβ_42_ impacts pathways of mitochondrial metabolism and exposure of cardiomyocytes to Aβ_42_ inhibits mitochondrial complex I. These data reveal a role for systemic Aβ_42_ in the development of cardiac disease in obesity and suggest that therapeutics designed for Alzheimer’s disease could be effective in combating obesity-induced heart failure.

## Abstract (web summary)

Epidemiological evidence has identified associations among obesity, Alzheimer’s disease, and cardiovascular disease. Here, the authors report that adipose tissue releases amyloid beta 42 (Aβ42) and that antagonizing Aβ42 protects cardiac function in obesity murine models.

## Introduction

Epidemiological evidence has identified associations between obesity, Alzheimer’s disease (AD) and cardiovascular disease^1–3^. Common underlying aetiological factors such as inflammation, hypertension and hormonal alterations have all been implicated, however, the exact mechanisms involved remain largely unexplored. Another potential molecular link are amyloid beta peptides (Aβ), a putative pathogenic driver of AD^4^. Aβ peptides, ranging from 36-44 amino acids in length, are derived by proteolytic processing of the trans-membrane amyloid precursor protein (APP)^5^. Initial cleavage by either α- or β-secretases commits APP to the non-amyloidogenic or amyloidogenic pathways, respectively^5^. Following cleavage by the β-secretase BACE1, the remaining β-C-terminal fragment of APP can be cleaved by γ-secretase, which produces Aβ peptides that are released into the extracellular space via exocytosis^5^. Aβ peptides of 40 and 42 amino acids (Aβ_40_ and Aβ_42_) are the most common and Aβ_42_ has a particular propensity to aggregate and form oligomers^4^. The oligomerisation state of Aβ_42_, which is highly dynamic and stochastic, impacts its function and ability to interact with numerous cell surface receptors^6–8^. Extracellular Aβ_42_ can also be internalised and interact with organelles, intracellular signalling molecules and enzymes, disrupting normal cellular function^9^.

Accumulation of Aβ_42_ in the central nervous system is linked with alterations in metabolism, including impairments in glucose uptake^10,11^, glucose utilisation^12^ and aspects of mitochondrial function^13–16^ in several different cell types. APP and its proteolytic processing pathways are expressed in peripheral tissues and Aβ peptides are found in plasma^17^. The expression of APP is increased in adipose tissue of humans affected by obesity^18^ and APP overexpression in adipose tissue of mice causes adiposity and insulin resistance due to impaired adipocyte mitochondrial function^19^. Circulating concentrations of Aβ_42_ correlate with fat mass, however whether circulating Aβ_42_ regulates peripheral metabolism, particularly in the context of obesity, remains largely unexplored. This study aimed to determine whether Aβ_42_ is released by adipose tissue and whether this is increased in obesity. Finally, this study also sought to determine the metabolic consequences of persistently increased circulating levels of Aβ_42_. Here we show that adipose tissue releases Aβ_42_, which is increased in obesity and associates with higher plasma Aβ_42_. We also show that increases in plasma Aβ_42_ negatively impact cardiac metabolism and function and that Aβ_42_ accumulates in cardiac mitochondria and inhibits complex I of the respiratory chain. Antagonising Aβ_42_ with a neutralising antibody prevents obesity-induced defects in cardiac function and prevents further decline of cardiac function in established obesity. These findings enhance our understanding of the impact of obesity on the heart and provide a rationale for the repurposing of AD therapies for the treatment of heart failure.

## Results

### Aβ_42_ is released from adipose tissue, which is increased in obesity

To better understand the proteolytic processing of APP in the periphery in obesity, the expression and activity of APP and components of the amyloidogenic pathway were assessed in tissues from control and diet-induced obese mice, which had increased total fat mass and increased mass of individual fat pads (Supplementary Fig. 1a, b). The expression of *App* was increased in adipose tissue of obese mice, but not in the liver or skeletal muscle (Fig. 1a). Similarly, *Bace1* (Fig. 1b) and *Psen1* (Fig. 1c), which encodes the presenilin 1 subunit of γ-secretase, were also increased in adipose tissue of obese mice, but not in the liver or skeletal muscle. The activity of BACE1 was increased in adipose tissue and reduced in the liver of obese mice (Fig. 1d). Adipose tissue explants were found to release both Aβ_40_ and Aβ_42_ but this was not different between control and obese mice when expressed relative to explant mass (Fig. 1e). However, when accounting for total fat pad mass, adipose tissue of obese mice released more Aβ_40_ and Aβ_42_ (Fig. 1f). Release of Aβ_42_ was inhibited by incubation of explants with Brefeldin A (BFA; Supplementary Fig. 1c), an inhibitor of exocytosis^20^, indicating that adipose tissue actively secretes Aβ isoforms. The plasma concentration of Aβ_42_, but not Aβ_40_, was elevated in obese mice (Fig. 1g). Similar to findings in humans^21^, plasma Aβ_42_ was significantly correlated with fat mass (Supplementary Fig. 1d) but not with lean mass (Supplementary Fig. 1e). Together these data show that Aβ isoforms are released from adipose tissue, which is associated with elevated circulating Aβ_42_ in obesity.

**Fig. 1:**
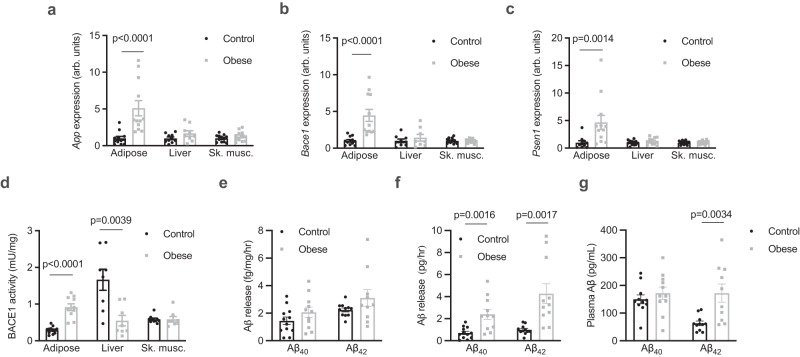
Ab_42_ is released from adipose tissue, which is increased in obesity. **a** *App* expression in adipose tissue (Mann Whitney test, U = 6; *n* = 12/group), the liver (*n* = 10 and 9/group respectively) and skeletal muscle (Sk. musc., quadriceps; unpaired t-tests; *n* = 12/group) from control and obese mice. **b** *Bace1* expression in adipose tissue (Mann Whitney test, U = 1; *n* = 12/group), the liver (*n* = 9 and 8/group, respectively) and sk. musc. (unpaired t-tests; *n* = 12/group) from control and obese mice. **c,** *Psen1* expression in adipose tissue (Mann Whitney test, U = 14; *n* = 10 and 12/group respectively), the liver (*n* = 12/group) and sk. musc. (*n* = 12/group) from control and obese mice (unpaired t-tests). **d** BACE1 activity in adipose tissue (*n* = 12 and 10/group respectively), the liver (*n* = 8/group) and sk. musc. (*n* = 8/group) from control and obese mice (unpaired t-tests). **e** relative release of Aβ isoforms from adipose tissue of control and obese mice normalised for tissue weight. **f** absolute release of Aβ isoforms from adipose tissue of control (*n* = 12) and obese (*n* = 11) mice (Mann Whitney test, U = 6). **g** plasma Aβ isoforms in control (*n* = 12) and obese (*n* = 11) mice (unpaired t-test). All data are mean ± SEM. Statistical tests are two-tailed. Source data are provided in the Source Data file.

### Aβ_42_ administration reprograms cardiac glucose metabolism

To examine the effect of increased circulating Aβ_42_ on systemic metabolism, mice were administered Aβ_42_ or a peptide corresponding to a scrambled Aβ_42_ sequence (ScrAβ_42_; 1μg/day i.p.) for 4 weeks (Fig. 2a). Recombinant human Aβ_42_ was used as it has a greater propensity to aggregate than the mouse sequence and is more likely to reveal any pathological effects of raised Aβ_42_ concentrations^22^. These Aβ_42_ peptides appeared as monomers and low molecular weight aggregates by SDS-PAGE (Supplementary Fig. 2a). This administration regimen increased plasma Aβ_42_ ~ 4-fold (Fig. 2b) but had no effect on body weight (Fig. 2c) or composition (Supplementary Fig. 2b, c). Similarly, Aβ_42_ administration had no effect on blood glucose during both insulin (Fig. 2d) and glucose tolerance tests (GTT; Fig. 2e), or on glucose-stimulated insulin secretion (Supplementary Fig. 2d). However, further analysis of glucose fate throughout the GTT using both 2-^2^H-deoxyglucose and 1-^14^C-glucose tracers revealed that glucose clearance by the heart was reduced in mice administered Aβ_42_ (Fig. 2f). In contrast, there were no differences in glucose clearance by skeletal muscle or adipose tissue (Supplementary Fig. 2e). Furthermore, in mice administered Aβ_42_ glucose incorporation into lipids was increased (Fig. 2g), which was associated with a trend (*p* = 0.0830) towards increased cardiac triglycerides (TG; Supplementary Fig. 2f). These alterations in cardiac metabolism in mice administered Aβ_42_ were independent of changes in plasma free fatty acids and lipids (Supplementary Fig. 2g–j). These data show that increasing systemic Aβ_42_ alters cardiac glucose metabolism.

**Fig. 2:**
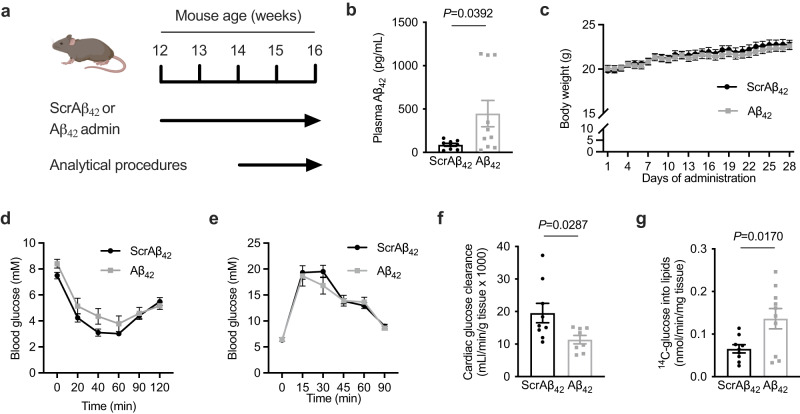
Aβ_42_ administration reprograms cardiac metabolism. **a** schematic of experiment where mice were administered Aβ_42_ or scrambled Aβ_42_ (ScrAβ_42_; 1 μg/day i.p.) for 4 weeks and analytical procedures were performed in final two weeks. **b** plasma Αβ_42_ in mice 5 h after administration of ScrAβ_42_ (*n* = 9) or Aβ_42_ (*n* = 10; unpaired t-test). **c** body weight in mice administered ScrAβ_42_ or Aβ_42_. (*n* = 10/group). **d** blood glucose during an insulin tolerance test in mice administered ScrAβ_42_ or Aβ_42_ (*n* = 10/group). **e**, blood glucose during a glucose tolerance test in mice administered ScrAβ_42_ or Aβ_42_ (*n* = 10/group). **f** cardiac glucose clearance in mice administered ScrAβ_42_ (*n* = 10) or Aβ_42_ (*n* = 9; unpaired t-test). **g** ^14^C-glucose incorporation into lipids in mice administered ScrAβ_42_ (*n* = 9) or Aβ_42_ (*n* = 10; unpaired t-test). All data are mean ± SEM. Statistical tests are two-tailed. Source data are provided in the Source Data file. Elements of **a** are created with BioRender.com.

### Aβ_42_ administration induces cardiac dysfunction

Obesity results in reprogramming of cardiac metabolism that includes impaired glucose uptake and oxidation for a given insulin concentration^23^. These alterations in cardiac metabolism have been linked to impairments in cardiac relaxation and left ventricular (LV) filling^24^. Although increased filling pressures can overcome this diastolic dysfunction in early phases of the disease^25^, longer-term consequences include LV hypertrophy and eventual heart failure^25^. This form of heart failure most commonly manifests as heart failure with preserved ejection fraction (HFpEF)^25,26^. Hence, obesity-induced alteration of cardiac metabolism is a precipitating event leading to obesity-induced heart failure^24,25^. Given the effect of Aβ_42_ on cardiac metabolism, the effect of Aβ_42_ on cardiac function was examined by echocardiography (Supplementary Fig. 3a). Administration of Aβ_42_ had wide-ranging effects on cardiac function, including impaired diastolic function, represented by increased deceleration time (Fig. 3a) and reduced E:A ratio (Fig. 3b), indicating impairments in cardiac relaxation. Furthermore, mice administered Aβ_42_ displayed evidence of impaired systolic function, including reduced ejection fraction (Fig. 3c) and fractional shortening (Fig. 3d). Mice administered Aβ_42_ had largely normal cardiac morphology when compared with mice administered ScrAβ_42_ (Supplementary Table 1). 

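Left ventricular RNA from mice given Aβ_42_ or its scrambled control peptide ScrAβ_42_ was sequenced as total RNA libraries. The samples comprise 7 mice given Aβ_42_ and 7 mice given ScrAβ_42_. The paper gives the treatment as 1 µg per day for 4 weeks, whereas the sample labels give 1 mg per day. The authors trimmed the reads for quality, mapped them to the mouse transcriptome with Salmon and deposited whole-number read counts per Ensembl gene, without normalization. The paper's text does not state how transcript counts were summed to genes, nor which assay gave Fig. 3e. All expression values given for these hearts come from the sequencing counts. In the Aβ_42_ group, the total count per heart ranged from 4997319 to 6015767, with a median of 5271447. In the ScrAβ_42_ group, it ranged from 4478991 to 5784589, with a median of 5385954. The 10 most counted genes took a median of 23.8% of the counts with Aβ_42_ and 24.2% with ScrAβ_42_. Every pair of hearts within a group differed by more than the sampling noise, with a chi-square per degree of freedom of at least 3.51, so each was counted as a separate replicate. Fig. 3e reports 8 mice given ScrAβ_42_. There was 1 count column that matched no labelled sample and was not used. Counts were normalized by the TMM method in edgeR and are given as CPM, and genes with a mean of at least 10 counts per heart were tested with edgeR's quasi-likelihood test. This filter, which is the paper's, kept 11985 genes, and p-values were adjusted by the Benjamini-Hochberg method over these genes. Gene names and positions are those of the GENCODE vM21 annotation of the GRCm38 genome, which lists 99.5% of the genes counted.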

To better understand how Aβ_42_ impairs cardiac function, profiling of genes that are differentially expressed in human heart failure specifically in the major cell types of the heart^27^ was performed. In hearts of mice administered Aβ_42_, there was a significant increase in the expression of *Nppa* (Fig. 3e), which encodes natriuretic peptide A, and is increased in cardiomyocytes in human heart failure^27^. In contrast, there were no changes in the expression of *Fap, Itga1, Rora* and *Fgfr1*, which are increased in heart failure in cardiac fibroblasts, pericytes, smooth myocytes and endothelial cells, respectively^27^. 

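*Nppa* lies on the plus strand of chromosome 4 of GRCm38, from 148000722 to 148002079. Its expression was 1511 ± 1949 CPM (SD, n = 7) in hearts given Aβ_42_ and 198 ± 470.1 CPM (SD, n = 7) in hearts given ScrAβ_42_. Individual values spanned 6.74 to 5217 CPM with Aβ_42_. With ScrAβ_42_ they spanned 7.36 to 1264 CPM. The highest ScrAβ_42_ value came from 1 mouse, and the other 6 ScrAβ_42_ hearts lay between 7.36 and 33.9 CPM. With Aβ_42_, 3 of 7 hearts exceeded every ScrAβ_42_ heart and 6 of 7 exceeded the ScrAβ_42_ median. The log2 fold change was 2.93 (standard error 1.40, unadjusted p = 0.0536, adjusted p = 0.763 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A two-sided exact Mann-Whitney test on CPM gave U = 10 and p = 0.0728 for 7 against 7 hearts. The spread between hearts of 1 group was thus larger than the difference between the group means. Leaving out each heart in turn, the log2 fold change ranged from 2.18 to 6.23, the latter without the ScrAβ_42_ mouse with the highest value. The paper's rule of leaving out values over 2 SD from the group mean removes that mouse alone, and U was then 6 with an exact p of 0.0350. A score made of 5 atrial marker genes (*Sln*, *Myl7*, *Myl4*, *Bmp10* and *Mybphl*) differed from heart to heart, and with this score as a covariate the log2 fold change of *Nppa* was 0.49. This was the alternative that moved the value most downwards.

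**Figure D1:**
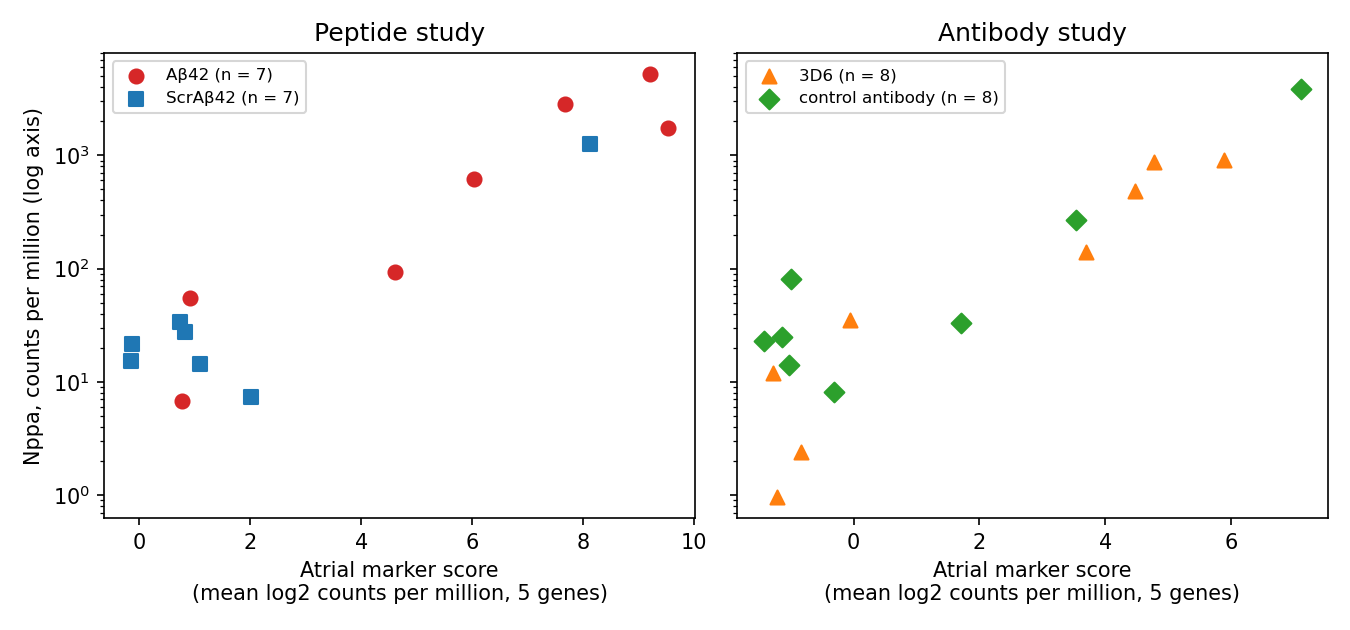
*Nppa* in CPM, on a log axis, against the atrial marker score of the same heart, which is the mean log2 CPM of 5 atrial marker genes; each point is 1 heart, with the peptide study on the left and the antibody study on the right. In the peptide study, 1 ScrAβ_42_ heart, at 1264 CPM, lies among the Aβ_42_ hearts with high scores.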

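In the 14 hearts, *Fap* (chromosome 2, 62500943 to 62574075, minus strand) was expressed at 3.01 ± 0.873 CPM (SD, n = 7) with Aβ_42_ and 3.55 ± 0.725 CPM (SD, n = 7) with ScrAβ_42_. The log2 fold changes were -0.25 for *Fap* (standard error 0.20, adjusted p = 0.865 from edgeR), 0.04 for *Itga1* (standard error 0.19, adjusted p = 0.982), -0.01 for *Rora* (standard error 0.08, adjusted p = 0.991) and 0.15 for *Fgfr1* (standard error 0.25, adjusted p = 0.948). *Itga1* lies on chromosome 13 from 114953096 to 115101964, *Rora* on chromosome 9 from 68653786 to 69388246 and *Fgfr1* on chromosome 8 from 25513654 to 25575718. Mean expression with Aβ_42_ was 21.7 CPM for *Itga1*, 40.1 CPM for *Rora* and 55.96 CPM for *Fgfr1*, against 21.1, 40.3 and 50.7 CPM with ScrAβ_42_. Two-sided exact Mann-Whitney tests gave p = 0.209 for *Fap*, p = 0.805 for *Itga1*, p = 0.901 for *Rora* and p = 0.901 for *Fgfr1*. None of these differences was larger than the spread between hearts. The standard errors also bound what could be seen, since *Fgfr1* ranged from 36.1 to 114 CPM with Aβ_42_. The direction of *Fgfr1* turned negative, at -0.31, with the atrial marker score as a covariate.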

Together, these data indicate that Aβ_42_ impairs cardiac function, likely through effects on cardiomyocytes.

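Across all 11985 genes tested in these hearts, 0 had an adjusted p under 0.05 in edgeR. The smallest adjusted p was 0.091, and 780 genes had an unadjusted p under 0.05, of which 430 were higher and 350 lower with Aβ_42_. The balance was 327 higher and 361 lower with limma-voom, and 309 higher and 588 lower with the atrial marker score as a covariate. With DESeq2, the tool named in the paper's methods, 12 genes had an adjusted p under 0.05, 5 of them higher and 7 lower. The higher genes include *Ucp1*, which was singled out after its values were seen. It reached 247.9 and 52.1 CPM in single Aβ_42_ hearts and at most 1.35 CPM in every other heart, so its call rests on those hearts. From the increase in *Nppa* and the unchanged expression of *Fap*, *Itga1*, *Rora* and *Fgfr1*, the paper proposes that Aβ_42_ acts on the heart through cardiomyocytes.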

**Fig. 3:**
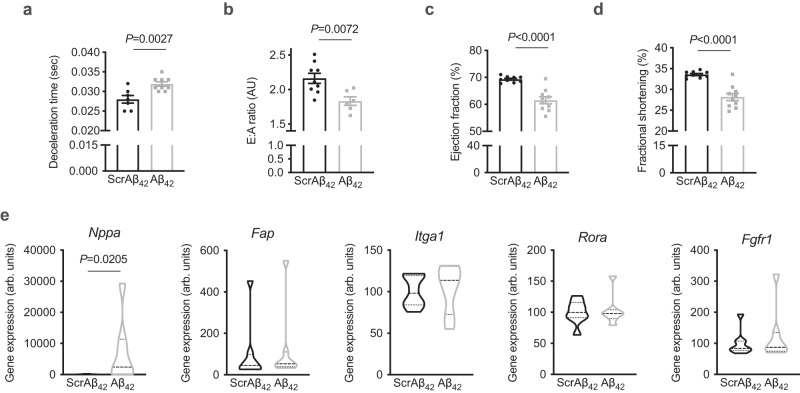
Aβ_42_ administration induces cardiac dysfunction. **a** deceleration time in mice administered ScrAβ_42_ or Aβ_42_ (unpaired t-test; *n* = 7 and 9/group respectively). **b** E:A ratio in mice administered ScrAβ_42_ or Aβ_42_ (unpaired t-test; *n* = 9 and 6/group respectively). **c** ejection fraction in mice administered ScrAβ_42_ or Aβ_42_ (unpaired t-test; *n* = 9 and 10/group respectively). **d** fractional shortening in mice administered ScrAβ_42_ or Aβ_42_ (unpaired t-test; *n* = 9 and 10/group respectively). **e** Expression of *Nppa* (Mann-Whitney test, U = 8), *Fap, Itga1, Rora* and *Fgfr1* in hearts of mice administered ScrAβ_42_ or Aβ_42_ (*n* = 8 and 7/group respectively). All data are mean ± SEM. Statistical tests are two-tailed. Source data are provided in the Source Data file.

In the context of AD, Aβ_42_ is considered the most pathogenic of the Aβ peptides because of its propensity to aggregate^28^. However, Aβ_40_ is also found in plasma^17,29^. To determine whether Aβ_40_ also has deleterious effects on the heart, mice were administered Aβ_40_ (1μg/day i.p.) for 4 weeks followed by echocardiographic assessment of cardiac function and morphology, as was performed for Aβ_42_. Administration of Aβ_40_ markedly increased the circulating concentration of Aβ_40_ (Supplementary Fig. 3b) but had no effect on body weight and composition (Supplementary Fig. 3c–e), and had no effect on any index of cardiac function or morphology (Supplementary Table 2 and Supplementary Fig. 3f). Together with our previous findings, these data suggest that circulating Aβ_42_, but not Aβ_40_, has deleterious effects on the heart.

### An Aβ neutralising antibody prevents obesity-induced impairment of cardiac relaxation

Having established that Aβ_42_ release from adipose tissue is increased in obesity and that raising systemic concentrations of Aβ_42_ negatively impacts cardiac metabolism and function, we next sought to determine whether Aβ_42_ impairs cardiac relaxation in obesity, which is the initial defect in cardiac function that ultimately leads to heart failure^30^. We and others have previously established that deletion of *App* or components of the APP proteolytic machinery in mice increases energy expenditure and confers resistance to obesity^31,32^. Hence, these genetic models cannot be used to assess the role of Aβ_42_ on cardiac function in obesity. Instead, the mouse-specific Aβ neutralising antibody 3D6 was employed to address this question. The binding of 3D6 to Aβ_42_ prevents Aβ_42_ interacting with receptors and the cellular internalisation of Aβ_42_^33^. The humanised version of 3D6, bapineuzumab, reached phase III trials for AD^34^. Although it had excellent target engagement and an acceptable safety profile, it failed to produce meaningful improvements in cognition in AD patients^34^. Cardiovascular conditions were exclusion criteria for this and other AD trials, meaning that data on any potential cardiovascular effects are not available. Therefore, to determine whether Aβ_42_ mediates the adverse effects of obesity on cardiac function, mice were fed a high-fat diet and were simultaneously administered 3D6 or a control antibody (0.75 mg/kg, i.p. once weekly) for a period of 4 months. Cardiac function and morphology were assessed by echocardiography at the beginning and conclusion of the experiment (Fig. 4a, Supplementary Fig. 4a). The initiating event in the development of obesity-induced cardiac dysfunction and eventual heart failure is impaired cardiac relaxation, which is characterised by increased deceleration time^35–37^. We have previously observed impairments in deceleration time in this model between 3-4 months of high-fat feeding^38^. Consistent with previous studies^39^, 3D6 administration did not reduce total plasma Aβ_42_ concentration (Fig. 4b) but did reduce the plasma concentration of free Aβ_42_ that was unbound by antibodies (Fig. 4c). Administration of 3D6 had no effect on body weight (Fig. 4d), body composition or systemic metabolism (Supplementary Fig. 4b–f). In mice administered control antibody, deceleration time increased over the course of the high-fat feeding period (Fig. 4e). In contrast, deceleration time was not increased in mice administered 3D6 (Fig. 4e). The same result was observed when deceleration time was normalised as a percentage of the cardiac cycle (Supplementary Fig. 4g). Although initial estimated LV mass was not matched (but was not statistically different) between groups, LV mass was increased throughout the study in mice administered control antibody but was unchanged in mice administered 3D6 (Fig. 4f). A similar finding in left ventricular posterior wall thickness at diastole (LVPWd; Supplementary Table 3), an alternate index of LV mass^40^, was observed. These data suggest that systemic Aβ_42_ contributes to the obesity-induced impairment in cardiac relaxation and increase in LV mass.

**Fig. 4:**
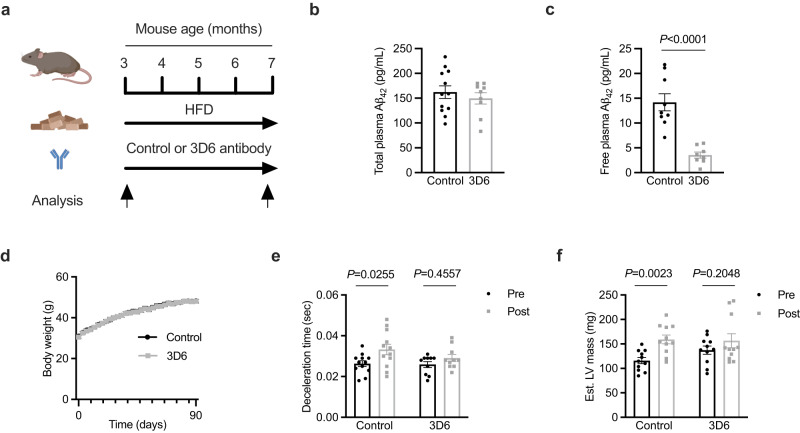
An Aβ_42_ neutralising antibody prevents obesity-induced impairment of cardiac relaxation. **a** schematic of experiment where mice fed a high fat diet (HFD) for 4 months and were simultaneously administered a control antibody or an Aβ_42_ neutralising antibody (3D6) once weekly. Analysis of cardiac function and morphology was performed at the beginning and end of the experiment. **b** total (*n* = 12 and 9/group respectively), and; **c**, free (*n* = 9 and 8/group respectively) Aβ_42_ in plasma of mice administered control or 3D6 antibodies (unpaired t-test). **d** body weight of mice administered control or 3D6 antibodies (*n* = 12/group). **e** deceleration time in mice prior to and after 4 months of high-fat feeding and antibody administration (two-way repeated measures ANOVA (time *P* = 0.0140, *F*(1,20) = 7.257) and Sidak’s multiple comparisons test *P*.adjusted; *n* = 12 and 10/group respectively). **f** estimated left ventricle (LV) mass in mice prior to and after 4 months of high-fat feeding and antibody administration (two-way repeated measures ANOVA (time *P* = 0.0010, *F*(1,20) = 14.93) and Sidak’s multiple comparisons test *P*.adjusted; *n* = 11/group). All data are mean ± SEM. Statistical tests are two-tailed. Source data are provided in the Source Data file. Elements of **a** are created with BioRender.com.

### An Aβ neutralising antibody prevents further impairment of cardiac relaxation in established obesity

The finding that Aβ_42_ antagonism prevents obesity-induced impairment of cardiac relaxation raises the possibility that targeting Aβ_42_ could be an effective treatment for established obesity-induced cardiac dysfunction. To test this hypothesis, mice were fed either standard chow or a high fat diet for 4 months and were administered 3D6 or control antibodies for the final 4 weeks of the experiment. Echocardiography to assess cardiac function and morphology was performed at the beginning of the experiment (baseline), prior to antibody treatment (pre-treatment) and at the conclusion of the study (post-treatment; Fig. 5a, Supplementary Fig 5a). Mice fed a high-fat diet had increased body weight (Fig. 5b), fat mass and fasting plasma insulin compared with chow-fed mice; however, 3D6 administration had no effect on these parameters (Supplementary Fig. 5b–e). There was no change in deceleration time in chow fed mice administered control antibody throughout the experiment (Fig. 5c). Mice fed high fat diet and administered control antibody had an increase in deceleration time from baseline to pre-treatment, which increased further from pre-treatment to post-treatment (Fig. 5c). Mice fed high fat diet and administered 3D6 antibody had an increase in deceleration time from baseline to pre-treatment, however unlike mice administered control antibody, there was no further increase in deceleration time from pre-treatment to post-treatment (Fig. 5c). These findings were consistent when deceleration time was expressed as a percentage of the cardiac cycle (Supplementary Fig. 5f). Short term administration of 3D6 in established obesity did not alter any index of LV mass (Supplementary Table 4) but tended to increase cardiac glucose clearance (Fig. 5d and Supplementary Fig. 5g) and normalised cardiac TG concentrations (Fig. 5e). These data suggest that Aβ_42_ antagonism halts further deterioration of cardiac relaxation in established obesity.

**Fig. 5:**
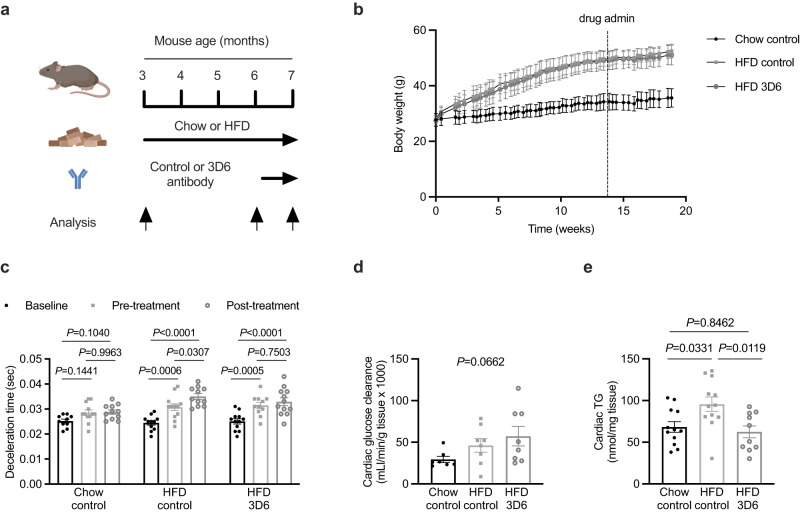
An Aβ_42_ neutralising antibody prevents further impairment of cardiac relaxation in established obesity. **a** schematic of experiment where mice fed either chow or a high-fat diet (HFD) for 4 months and were administered a control antibody or an Aβ_42_ neutralising antibody (3D6) once weekly in the final month of the diet period. Analysis of cardiac function and morphology was performed at the beginning and of the experiment (baseline), prior to the treatment period (pre-treatment) and at the end of the treatment period (post-treatment). **b** body weight over time in mice fed regular chow or HFD and administered control or 3D6 antibodies (*n* = 12/group). **c** deceleration time in mice at Baseline, pre-treatment and post-treatment after 4 months of chow or high fat feeding and antibody administration (mixed-effects model (time *P* < 0.0001, *F*(2,93) = 31.56; treatment *P* = 0.0151, *F*(2,93) = 4.390) and Sidak’s multiple comparisons test *P*.adjusted; *n* = 12/group). **d** cardiac glucose clearance (*n* = 8, 9 and 9/group respectively), and; **e** cardiac triglycerides (TG; One-way ANOVA, *P* = 0.0082, F(2,31) = 5.624; *n* = 12, 12 and 10/group respectively) in mice fed regular chow and administered control antibody, or mice fed a high fat diet (HFD) and administered control or 3D6 antibodies. All data are mean ± SEM. Statistical tests are two-tailed. Source data are provided in the Source Data file. Elements of **a** are created with BioRender.com.

### Aβ_42_ reduces mitochondrial transcriptional programs and accumulates in cardiac mitochondria in obesity

In the context of AD, Aβ_42_ has highly complex cellular effects through a myriad of mechanisms depending on the target cell type and its aggregation state^41^. To gain unbiased insights into the deleterious effects that Aβ_42_ has on the heart, a multidimensional transcriptomic approach was employed. The transcriptomic profile of hearts obtained in Aβ_42_ administration studies (Fig. 2a) were compared with the profile of hearts obtained in the 3D6 administration study (Fig. 4a) and pathways reciprocally regulated were identified using MITCH^42^. It was reasoned that reciprocally regulated pathways from these experiments represent geneset changes that are fundamental to the effects of Aβ_42_ on the heart. 

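For the 3D6 study, left ventricular RNA was sequenced from 8 mice given the antibody 3D6, which binds amyloid beta, and 8 mice given a control antibody. The paper gives the dose as 0.75 mg per kg per week for 4 months. The paper states that these mice were fed a high-fat diet, whereas the deposited description says the antibody-treated mice were also given Aβ_42_. The paper's description is followed here, and the difference was not resolved. The authors deposited estimated counts per Ensembl transcript from Salmon, with decimals and without normalization, whereas the table of the peptide study holds whole numbers per gene. Transcripts were summed to genes here, with transcripts assigned through GENCODE vM21, which lists 99.2% of them, and the sums were rounded to whole numbers. The total count per heart ranged from 6831327 to 8310478 with 3D6 (median 6987328.5) and from 6397192 to 7257850 with the control antibody (median 6956051.5). Genes of the mitochondrial genome took a median of 33.2% of the counts with 3D6 and 31.2% with the control antibody, against 18.6% with Aβ_42_ and 17.95% with ScrAβ_42_. Of a list of 13 mitochondrially encoded genes, 13 passed the count filter in the 3D6 study but 7 in the peptide study. The shares thus need not cover the same genes and cannot be compared between the studies. The studies were normalized and fitted separately, as in the paper, and differences in level between them were not tested. Under the filter of a mean of at least 10 counts per heart, 12274 genes were tested in the 3D6 study. Of these, 0 had an adjusted p under 0.05 in edgeR, and 447 had an unadjusted p under 0.05, 162 higher and 285 lower with 3D6. This balance depended on the scaling, with 91 higher and 438 lower when counts were scaled to the total, and 283 higher and 263 lower with the share of mitochondrial counts as a covariate, both chosen after the data were seen. The smallest adjusted p was 0.946.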

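Of the 11361 genes tested in both studies, 2955 were lower with Aβ_42_ and higher with 3D6, and 3135 were higher with Aβ_42_ and lower with 3D6. Another 2511 genes were higher in both and 2760 lower in both, so 53.6% of genes moved in opposite directions. The paper reasons that pathways changed in opposite directions are fundamental to the action of Aβ_42_ on the heart. Spearman's rho across genes between the signed edgeR statistics of the studies was -0.0794. Genes are not independent replicates, so no p-value is given across them. Among pairs of other splits of the mice within each study, rho had an SD of 0.117, which is larger than the observed value. With DESeq2's Wald statistics, rho was -0.0795. With the first surrogate variable as a covariate in each study, rho changed sign to 0.122.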

Global gene expression across experiments was evenly distributed (Supplementary Fig. 6a and b). 

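With Aβ_42_, 6051 of the 11985 genes had a higher and 5934 a lower log2 fold change. With 3D6, 5814 of 12274 genes were higher and 6460 lower. The median log2 fold change was 0.0015 with Aβ_42_ and -0.0098 with 3D6. TMM normalization centres the changes near 0, so this balance is largely set by the method. Scaled to the total count instead, the medians were 0.030 and -0.057. The 5th and 95th percentiles of the log2 fold changes were -0.26 and 0.42 with Aβ_42_ and -0.31 and 0.24 with 3D6.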

Multi-contrast enrichment analysis identified the TCA cycle, pyruvate metabolism and mitochondrial biogenesis pathways with the largest effect sizes that were reduced by Aβ_42_ administration and increased by 3D6 administration (Fig. 6a and Supplementary Table 5). These pathways are dysregulated in obesity-induced cardiac dysfunction and have been linked with disrupted energetics that impair cardiac relaxation^24,43–45^. 

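Of the 19 pathways in Fig. 6a, 14 have a set in the mouse Reactome collection of the fgsea package, which was used here. For each set, the score is the difference between the mean rank of its genes and that of all other genes, doubled and divided by the number of genes, so that it runs from -1 to 1. Genes were ranked by their signed edgeR statistic, and each set was tested with camera, which allows for correlation between genes. P-values were adjusted over 32 sets and lists in the peptide study and 30 in the antibody study. The TCA cycle set scored -0.263 with Aβ_42_ (17 of 18 genes lower, camera adjusted p = 0.197 in edgeR) and 0.477 with 3D6 (14 of 18 genes higher, camera adjusted p = 0.00927). The median log2 fold change over its genes was -0.04 with Aβ_42_ and 0.09 with 3D6. Pyruvate metabolism together with the TCA cycle scored -0.243 with Aβ_42_ (35 of 39 genes lower, adjusted p = 0.146) and 0.453 with 3D6 (31 of 39 genes higher, adjusted p = 0.000245). Pyruvate metabolism alone scored -0.190 (adjusted p = 0.439) and 0.369 (adjusted p = 0.0167), and mitochondrial biogenesis scored -0.118 (adjusted p = 0.705) and 0.186 (adjusted p = 0.296). Hence the opposite directions shown in Fig. 6a were found for these sets. With all hearts, the 3D6 shifts of 3 of the sets passed the threshold while the Aβ_42_ shifts did not. With 1 mouse left out, the TCA cycle shift with 3D6 lost the threshold in 4 of 16 fits. The falls with Aβ_42_ then newly passed in 3 of 14 fits for the TCA cycle and in 5 of 14 for pyruvate metabolism with the TCA cycle. Without the Aβ_42_ mouse with the highest *Nppa*, however, both scores changed sign, to 0.215 and 0.156. That heart had the lowest TCA cycle genes of its study, at a mean z-score of -2.33, so the direction of both falls rests on it. The setting that moved the TCA cycle score with Aβ_42_ most was the atrial marker score as a covariate, with which it was 0.714. With that covariate, the set passed the threshold as a rise (camera adjusted p = 7.7e-05 in edgeR). With 3D6 the score stayed above 0 under every setting, between 0.343 and 0.635, both of these with 1 mouse left out. Camera with the correlation between genes estimated from the data gave an adjusted p of 0.418 for each of the 3 sets with 3D6.

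**Figure D2:**
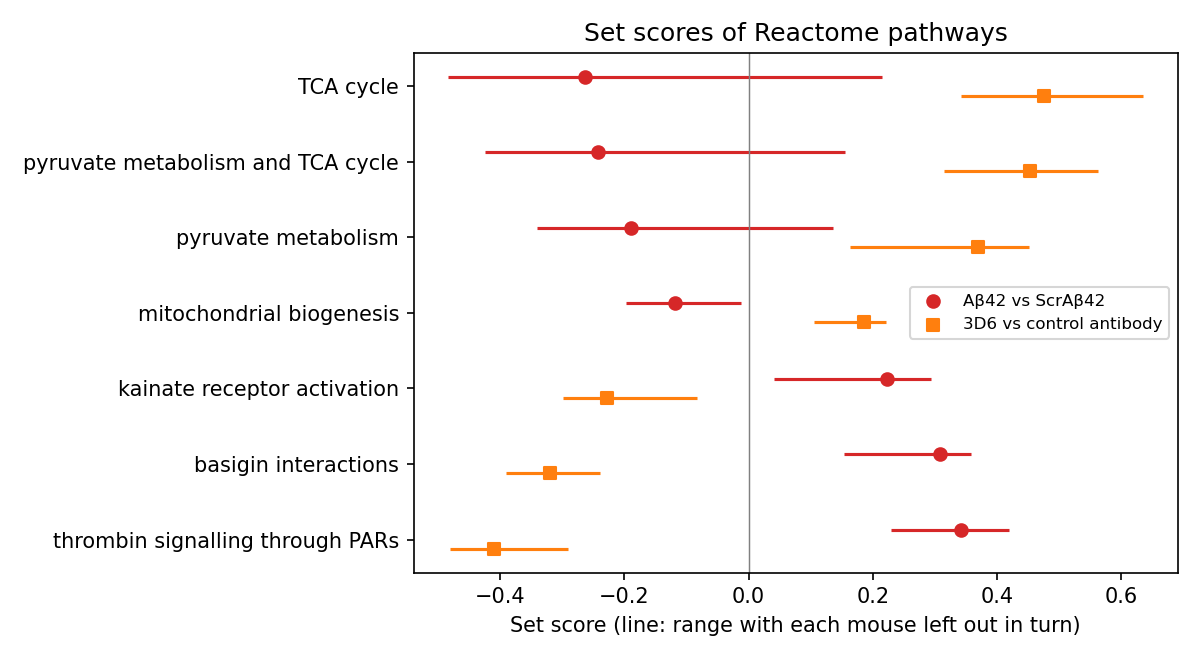
Set scores of 7 Reactome pathways in Aβ_42_ against ScrAβ_42_ hearts and in 3D6 against control antibody hearts; points are the scores and lines span the lowest and highest score with each mouse left out in turn. The line of the TCA cycle in the Aβ_42_ comparison crosses 0, running from -0.484 to 0.215.

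The TCA cycle genes were also averaged within each heart as z-scores of log2 CPM. This score was -0.1201 ± 1.14 (SD, n = 7) with Aβ_42_ and 0.1201 ± 0.790 (SD, n = 7) with ScrAβ_42_, a difference of -0.240 (two-sided exact permutation test, p = 0.667). It was 0.188 ± 0.506 (SD, n = 8) with 3D6 and -0.188 ± 0.733 (SD, n = 8) with the control antibody, a difference of 0.376 (two-sided exact permutation test, p = 0.262). Neither difference was larger than the spread between hearts. Of the hearts given Aβ_42_, 3 of 7 lay below the ScrAβ_42_ median, and 5 of 8 hearts given 3D6 lay above the control median.

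**Figure D3:**
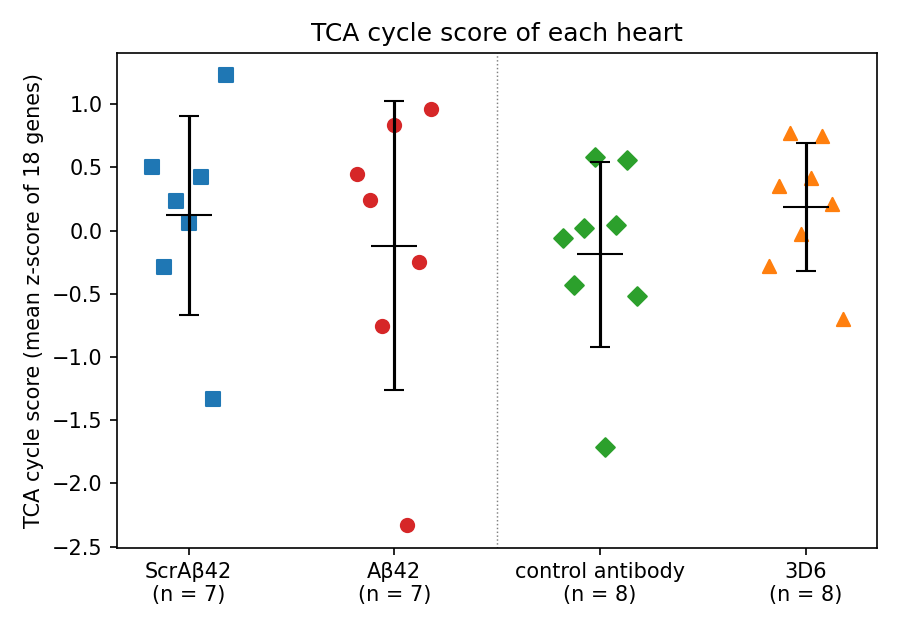
TCA cycle score of each heart, as the mean z-score of 18 genes within its study, by group; points are hearts, horizontal bars are means and error bars are SDs. The groups overlap in both studies, and the lowest value with Aβ_42_ is -2.33.

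When the ranks of both contrasts were tested jointly, as in MITCH, the adjusted p over 792 Reactome sets was 0.00899 for the TCA cycle, 4.32e-05 for pyruvate metabolism together with the TCA cycle, 0.0604 for pyruvate metabolism and 0.464 for mitochondrial biogenesis. This joint test treats genes as independent. The paper states that these pathways had the largest effect sizes among those lower with Aβ_42_ and higher with 3D6.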

The transcriptional reprogramming of the TCA cycle included altered regulation of genes encoding TCA cycle enzymes (Fig. 6b), while transcriptional regulation of pyruvate metabolism included subunits of pyruvate dehydrogenase (PDH) and PDH kinases (PDKs; Fig. 6c). 

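Of the 19 genes drawn in Fig. 6b, 18 were lower with Aβ_42_ and 17 higher with 3D6, and 16 showed both. Log2 fold changes spanned -0.14 to 0.01 with Aβ_42_ and -0.09 to 0.23 with 3D6. No gene of this list had an unadjusted p under 0.05 in either contrast. As a set, the list scored -0.304 with Aβ_42_ (camera adjusted p = 0.147 in edgeR) and 0.575 with 3D6 (adjusted p = 0.00113). The paper does not state how the genes drawn in Fig. 6b and c were selected from their pathways. If they were chosen for their direction in these data, the shifts of both lists are not independent of that choice. *Ogdh* (chromosome 11, 6291633 to 6356642) had a log2 fold change of -0.14 with Aβ_42_ (standard error 0.14, adjusted p = 0.900 from edgeR) and 0.11 with 3D6 (standard error 0.14, adjusted p = 0.946). *Idh3b* (chromosome 2, 130279309 to 130284547) changed by -0.09 with Aβ_42_ (standard error 0.14) and by -0.09 with 3D6 (standard error 0.12). It was counted at a mean of 836 CPM with ScrAβ_42_ but 23.6 CPM with the control antibody, in tables normalized separately. The reason was not resolved, so the 3D6 value of *Idh3b* is uncertain. All 18 genes of Fig. 6c were lower with Aβ_42_ and higher with 3D6, with log2 fold changes from -0.18 to -0.0026 and from 0.0026 to 0.52. This list scored -0.385 with Aβ_42_ (camera adjusted p = 0.0750 in edgeR) and 0.637 with 3D6 (adjusted p = 0.000224). With the correlation between genes estimated, neither list passed with 3D6, at an adjusted p of 0.418 for each. *Pdha1*, a subunit of PDH (chromosome X, 160122209 to 160138413), was expressed at 1016 ± 171 CPM (SD, n = 7) with Aβ_42_ and 1040.0 ± 108 CPM (SD, n = 7) with ScrAβ_42_. Its log2 fold change was -0.03 with Aβ_42_ (standard error 0.12, adjusted p = 0.970 from edgeR) and 0.21 with 3D6 (standard error 0.17, adjusted p = 0.946). Among the PDH kinases drawn in Fig. 6c, the log2 fold changes with Aβ_42_ were -0.02 for *Pdk1*, -0.13 for *Pdk2* and -0.05 for *Pdk4*. With 3D6 they were 0.23 for *Pdk1*, 0.15 for *Pdk2* and 0.52 for *Pdk4*. *Pdk4* showed the largest change of these 3 kinases, with 613 ± 269 CPM (SD, n = 8) on 3D6 and 427 ± 199 CPM (SD, n = 8) on the control antibody (standard error of the log2 fold change 0.30, adjusted p = 0.946 from edgeR), which is within the spread between hearts. *Pdk3*, a PDH kinase that is not drawn in Fig. 6c and was singled out after its values were seen, changed by 1.23 with Aβ_42_ (standard error 0.48, unadjusted p = 0.02101, adjusted p = 0.702 from edgeR) and by -0.053 with 3D6 (standard error 0.37, adjusted p = 0.986). It was counted at 6.46 ± 5.88 CPM (SD, n = 7) with Aβ_42_ and 2.74 ± 1.65 CPM (SD, n = 7) with ScrAβ_42_, and 7 of 7 hearts given Aβ_42_ lay above the ScrAβ_42_ median. With the atrial marker score as a covariate, 0 of the 19 genes of Fig. 6b and 4 of the 18 genes of Fig. 6c were lower with Aβ_42_.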

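Of the 20 genes drawn in Fig. 6d, 19 were lower with Aβ_42_, and all 20 were higher with 3D6. As a set, the list scored -0.558 with Aβ_42_ (camera adjusted p = 0.00221 in edgeR) and 0.642 with 3D6 (adjusted p = 0.000853), so it passed the threshold in both contrasts with this test. It passed in neither with the correlation between genes estimated (adjusted p = 0.750 and 0.418 from camera in edgeR), nor with fry (adjusted p = 0.711 and 0.376). With the atrial marker score as a covariate, the Aβ_42_ score was -0.0332, and with the first surrogate variable it was -0.201, and neither passed. The paper describes the genes of this figure as the regulated genes of the pathway, so the joint shift of the list is not independent of that choice. *Prkab1* was the exception in direction, at 0.03 (standard error 0.09) with Aβ_42_. *Ppargc1a* (chromosome 5, 51454250 to 51567726) encodes a coactivator of mitochondrial gene transcription. It was expressed at 207 ± 47.8 CPM (SD, n = 7) with Aβ_42_ and 236 ± 175 CPM (SD, n = 7) with ScrAβ_42_, where 1 heart reached 613 CPM, and 6 of 7 hearts given Aβ_42_ lay above the ScrAβ_42_ median. Its log2 fold change was -0.19 with Aβ_42_ (standard error 0.32, adjusted p = 0.948 from edgeR) and 0.28 with 3D6 (standard error 0.18, adjusted p = 0.946). *Med1* (chromosome 11, 98152154 to 98193293) had the smallest adjusted p of the list, 0.639, at a log2 fold change of -0.22 with Aβ_42_ (standard error 0.06, unadjusted p = 0.00435), and 0 of 7 hearts given Aβ_42_ lay above the ScrAβ_42_ median. It was 1 gene of the list with an unadjusted p under 0.05 with Aβ_42_, and there was none with 3D6, where *Med1* changed by 0.07 (standard error 0.13). Adjusted over the 20 genes of the list alone, 0 passed 0.05 in either contrast.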

Regulated genes in the mitochondrial biogenesis pathway were mainly of nuclear transcription factors controlling the mitochondrial biogenesis process (Fig. 6d). 

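The sets for receptor pathways scored in the opposite sense. Activation of kainate receptors scored 0.224 with Aβ_42_ (8 of 13 genes higher, camera adjusted p = 0.273 in edgeR) and -0.228 with 3D6 (9 of 13 genes lower, adjusted p = 0.335). Basigin interactions scored 0.308 with Aβ_42_ (12 of 18 genes higher, adjusted p = 0.100) and -0.320 with 3D6 (11 of 18 genes lower, adjusted p = 0.0936). Thrombin signalling through proteinase-activated receptors scored 0.342 with Aβ_42_ (10 of 12 genes higher, adjusted p = 0.100) and -0.409 with 3D6 (10 of 12 genes lower, adjusted p = 0.118). With all hearts, none of these shifts passed the threshold with camera without covariates. A list of G protein beta and gamma subunits scored 0.285 with Aβ_42_ (10 genes, camera adjusted p = 0.197 in edgeR). With 3D6 it scored -0.324 (11 genes, adjusted p = 0.128). Of a list of 11 receptor genes, 3 were tested in each study. How many genes the receptor sets share was not counted, so they are not shown to be separate signals or changes of the receptors themselves. With 1 mouse left out, basigin interactions passed in 2 of 14 fits with Aβ_42_. Thrombin signalling then passed in 3 of 14 fits with Aβ_42_ and in 1 of 16 with 3D6. With the atrial marker score as a covariate, the Aβ_42_ scores changed sign, to -0.173 for kainate receptors, -0.0291 for basigin interactions and -0.00462 for thrombin signalling. With the same covariate, the 3D6 scores kept their sign, at -0.248 for kainate receptors (camera adjusted p = 0.190 in edgeR), -0.341 for basigin interactions (adjusted p = 0.0394) and -0.440 for thrombin signalling (adjusted p = 0.0232), and the last 2 passed.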

Interestingly, several receptor pathways were increased by Aβ_42_ administration and reduced by 3D6 administration (Fig. 6a and Supplementary Table 5). The widespread transcriptional reprogramming of mitochondrial pathways likely indicates a secondary response to the effects of Aβ_42_ on mitochondria. Aβ_42_ can be taken up by mitochondria, where it can impact numerous aspects of mitochondrial biology^15,46,47^. To examine whether Aβ_42_ accumulates in mitochondria of the heart in obesity, enriched mitochondrial fractions were isolated from control and obese mice (Fig. 6e). Cardiac mitochondria from obese mice were found to have elevated concentrations of Aβ_42_ (Fig. 6f). Interestingly, mitochondrial Aβ_42_ was also increased in the skeletal muscle of obese mice, but not in adipose tissue or in the liver (Supplementary Fig. 6c), suggesting that striated muscle specifically has a propensity to accumulate Aβ_42_ in obesity. Furthermore, Aβ_42_ concentrations were reduced in cardiac mitochondria in obese mice that were administered 3D6 antibodies (Fig.6g), consistent with reports that this antibody enhances tissue Aβ clearance^48^.

**Fig. 6:**
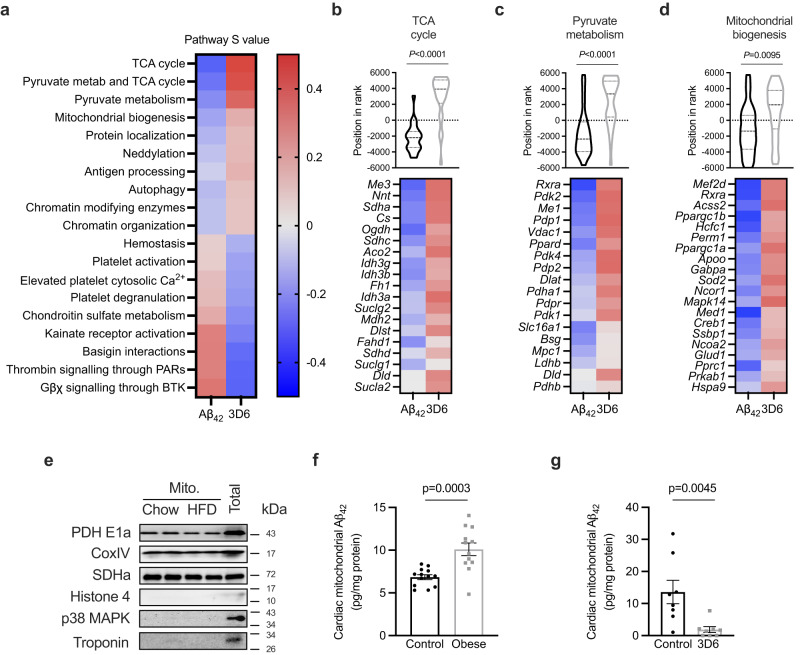
Aβ_42_ impairs mitochondrial transcriptional programs and accumulates in cardiac mitochondria in obesity. **a** heat map of Reactome pathways reciprocally regulated in the hearts of mice from Aβ_42_ (Fig. 2a) and 3D6 (Fig. 3a) administration studies, determined by MITCH analysis from bulk RNA-seq data. **b** TCA cycle pathway rank (*P*.adjusted MANOVA test) and heat map of TCA cycle genes in the hearts of mice from Aβ_42_ and 3D6 administration studies. **c** pyruvate metabolism pathway rank (*P*.adjusted MANOVA test) and heat map of pyruvate metabolism genes in the hearts of mice from Aβ_42_ and 3D6 administration studies. **d** mitochondrial biogenesis pathway rank (*P*.adjusted MANOVA test) and heat map of mitochondrial biogenesis genes in the hearts of mice from Aβ_42_ and 3D6 administration studies. **e** characterisation of enriched mitochondrial fractions from hearts of chow or high fat diet (HFD)-fed mice. **f** Aβ_42_ in mitochondrial fractions isolated from hearts of chow or HFD-fed mice (unpaired t-test; *n* = 13 and 12/group respectively). **g** Aβ_42_ in mitochondrial fractions isolated from hearts of mice fed HFD and administered control or 3D6 antibodies (Fig. 3a; unpaired t-test; *n* = 8/group). All data are mean ± SEM. Statistical tests are two-tailed. Source data are provided in the Source Data file.

### Aβ_42_ inhibits mitochondrial complex I in cardiomyocytes

Identification of the mitochondrial target of Aβ_42_ was further explored. Upon cellular uptake and mitochondrial import, Aβ_42_ is known to physically interact with and inhibit complex I of the respiratory chain^49^. Complex I is a candidate target for Aβ_42_ in the context of obesity, which is characterised by reduced complex I function in the heart^43,50,51^. As gene expression profiling suggested that the effects of Aβ_42_ on mitochondria were specific for cardiomyocytes (Fig. 2l), a primary neonatal ventricular cardiomyocyte model system was used to examine whether Aβ_42_ inhibits complex I in cardiomyocytes. Exposure of cardiomyocytes to increasing concentrations of Aβ_42_ for 48hrs reduced cardiomyocyte oxygen consumption rate (OCR; Fig. 7a) as well as maximal respiratory capacity (Fig. 7b). This was not explained by a loss of cell viability (Supplementary Fig. 7a) and indicate that Aβ_42_ has direct effects on cardiomyocytes. Exposure of Aβ_42_ to FAO hepatocytes did not have any effect on basal respiration (Supplementary Fig. 7b), suggesting cell type-specific effects of Aβ_42_. Sensitivity to the complex I inhibitor rotenone (Fig. 7c), but not the unrelated ATP synthase inhibitor oligomycin (Supplementary Fig 7c), was altered following exposure of cardiomyocytes to Aβ_42_ and was associated with reduced complex I-mediated respiration (Fig. 7d). To dissect whether the effects of Aβ_42_ on complex I could be explained by the reduction in respiratory capacity, complex I-mediated respiration was expressed relative to maximal respiratory capacity and was reduced by exposure to Aβ_42_ (Fig. 7e). This provides further evidence that Aβ_42_ inhibits complex I of the respiratory chain as well as reducing mitochondrial capacity in cardiomyocytes, both of which have been observed in heart failure^43,51–53^. These findings suggest that systemic Aβ_42_ is internalised and taken up by mitochondria in cardiomyocytes, where it can impair mitochondrial respiratory function.

**Fig. 7:**
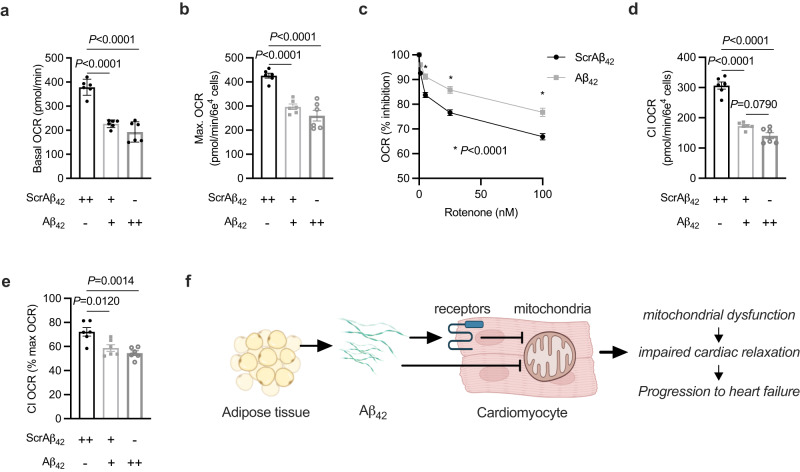
Aβ_42_ inhibits mitochondrial complex I in cardiomyocytes. **a** Basal oxygen consumption rate (OCR) in primary mouse neonatal cardiomyocytes (NVCM) exposed to ScrAβ_42_ or Aβ_42_ (ScrAβ_42_ at 300 (++), 100 (+) and 0pM (−) and co-incubated with Aβ_42_ at 0 (−), 200 (+) and 300pM (++) for 48 hrs (one-way ANOVA (*P* < 0.0001; F(2,15) = 53.5) with Sidak’s repeated measures test *P*.adjusted; *n* = 6 biological replicates/group). **b** maximal OCR in primary NVCM exposed to ScrAβ_42_ or Aβ_42_ for 48 hrs (one-way ANOVA (*P* = 0.0001; F(2,15) = 31.2) with Sidak’s repeated measures test *P*.adjusted; *n* = 6 biological replicates/group). **c** inhibition of respiration in response to increasing concentrations of rotenone in primary NVCM exposed to ScrAβ_42_ or Aβ_42_ for 48 hrs (multiple t-tests *P*.adjusted; *n* = 5 biological replicates/group). **d** absolute complex I (CI) OCR in primary NVCM exposed to ScrAβ_42_ or Aβ_42_ for 48 hrs (one-way ANOVA (*P* < 0.0001; F(2,15) = 88.4) with Sidak’s repeated measures test *P*.adjusted; *n* = 6 biological replicates/group). **e** complex I (CI) OCR as a percentage of total respiratory capacity in primary NVCM exposed to ScrAβ_42_ or Aβ_42_ for 48 hrs (one-way ANOVA (*P* < 0.0012; F(2,15) = 10.8) with Sidak’s repeated measures test *P*.adjusted; *n* = 6 biological replicates/group). All data are mean ± SEM. All statistical tests are two-tailed. Source data are provided in the Source Data file. **f** schematic of proposed model whereby adipose tissue release of Aβ_42_ is increased in obesity resulting in higher circulating levels of Aβ_42_. Increased circulating Aβ_42_ inhibits cardiomyocyte mitochondrial ATP production and causes diastolic dysfunction, which starts the progression towards heart failure. The effects of Aβ_42_ on cardiomyocytes could be mediated through receptor-mediated signalling, receptor-mediated internalisation, or direct internalisation. **e** was created with BioRender.com.

## Discussion

Our findings have revealed an unexpected role for Aβ_42_ in the aetiology of obesity-induced cardiac dysfunction (Fig. 7f). Factors such as increased adiposity, myocardial lipid accumulation and cardiomyocyte mitochondrial dysfunction have all been implicated in the development of diastolic dysfunction in obesity. Data generated in the present study indicates that Aβ_42_ is a unifying link between all of these factors and is supported by a recent study, published while the current manuscript was in preparation, proving the association between circulating Aβ and heart failure in the general population^54^. Our data advances our understanding of the impact of obesity on the heart and identify an actionable target for therapeutic intervention in obesity-induced heart failure.

In humans, both total fat mass and visceral fat mass are associated with impaired myocardial energetics and diastolic dysfunction^24^. Although increased free fatty acid availability that leads to myocardial lipid accumulation is one potential mechanism describing this association, diastolic dysfunction in humans occurs with moderate visceral adiposity before the appearance of myocardial lipid accumulation^24^. One interpretation of these data is that factors released by adipose tissue other than fatty acids, such as Aβ_42_, are more important contributors to obesity-induced diastolic dysfunction. While adipose tissue could be a major source of Aβ_42_ in obesity, the exact cell types involved remain obscure. In addition to adipocytes, vascular endothelial cells and immune cells, which infiltrate adipose tissue in obesity, are all candidate cell types that express high levels of APP and the APP processing machinery and could release Aβ peptides, particularly under metabolic conditions associated with obesity^55–57^.

Increasing systemic Aβ_42_ reprogrammed cardiac glucose metabolism, including reduced glucose clearance and increasing glucose incorporation into lipids. It is well established that impairments in cardiac glucose metabolism are associated with impairments in cardiac function^58–61^. Consistent with these findings, administration of Aβ_42_ to normal mice resulted in wide-ranging defects in both diastolic and systolic function. However, the early stages of obesity, in both mice and humans, are generally not associated with systolic dysfunction, despite elevated circulating Aβ_42_. This discrepancy is likely due to whole-body metabolic and hormonal alterations in obesity that minimise the impact of Aβ_42_ on the heart, restricting its effects to relaxation defects that manifest as diastolic dysfunction.

While preparing this manuscript, it was reported that plasma concentrations of both Aβ_42_ and Aβ_40_ are associated with heart failure in the general population, particularly in males^54^. While the association was stronger for Aβ_40_, this could be due to the greater propensity for Aβ_42_ to leave the circulation and accumulate in vascular beds and in tissues^62^. Indeed, in our administration studies, the delivery of equal amounts of Aβ_40_ and Aβ_42_ resulted in a greater plasma excursion of Aβ_40_ (Fig. 2b and Supplementary Fig. 3b). Our findings are also consistent with associative observations in patients with AD, whereby Aβ_42_ accumulates in the heart and is associated with diastolic dysfunction^63^.

The accumulation of Aβ_42_ in cardiac mitochondria and the Aβ_42_-mediated reduction in complex I-associated respiration in cardiomyocytes phenocopies aspects of Aβ_42_ biology in AD. A recent study suggests that other aspects of mitochondrial function are also impacted by Aβ_42_ in cardiomyocytes^64^. The extent to which the effects of Aβ_42_ on complex I account for the metabolic and contractile impairments that occur in cardiomyocytes in obesity in vivo remains to be determined. However, we hypothesise that complex I is a major site of metabolic impairment in the heart in obesity and could explain the defects in glucose oxidation that are observed in heart failure. Complete oxidation of glucose primarily generates NADH as the intermediate electron carrier, which is oxidise by complex I of the respiratory chain. In contrast, beta-oxidation of fatty acids generates substantial FADH_2_ that is oxidised by complex II of the respiratory chain and complex I inhibition increases fatty acid oxidation in a variety of cell types^65–67^. A limitation of the current study is that the effect of Aβ_42_ on mitochondria was examined in neonatal cardiomyocytes. This model was used rather than adult cardiomyocytes, as the latter are prone to extensive cell death and alterations in cellular identity in the first 24-48 hr of culturing^68^, which could confound the effects of Aβ_42_. It is well established that neonatal cardiomyocytes oxidise proportionally more glucose and less fatty acids than adult cardiomyocytes^69^. Therefore, further studies examining how Aβ_42_ impacts mitochondrial substrate utilisation are warranted. As adult primary cardiomyocytes quickly de-differentiate and reprogram mitochondrial capacity accordingly^70^, sophisticated studies in vivo will be required to properly dissect the metabolic effects of Aβ_42_ on cardiomyocytes and the heart.

This study supports the idea that therapies originally designed for AD that reduce or antagonise Aβ_42_ could be repurposed to treat and/or prevent obesity-induced heart failure^71^, particularly those with HFpEF, for which treatment options are limited^25^. This is an urgent unmet need as this patient group has a 5-year mortality rate of up to 75% and currently affects up to 8% of people in certain populations^30^. Furthermore, the prevalence of HFpEF is predicted to rise in parallel with rising rates of obesity^30^. A suite of biologics and small molecules has been developed for AD that antagonise or reduce Aβ_42_, many with well-established safety and tolerability profiles in humans. These diverse therapies with distinct mechanisms of action could therefore be rapidly assessed as new treatments for heart failure in obesity.

In conclusion, this study has identified a link between adiposity, Aβ_42_ release from adipose tissue and impairments in cardiac metabolism and function. The data generated highlight mechanistic similarities in the development of obesity-induced cardiac dysfunction and AD and support the idea that repurposing drugs originally developed for AD could be an approach to treat and manage heart failure.

## Methods

### Animal studies

Male C57BL6J mice were used for all mouse experiments and were obtained from the Animal Resources Centre (Perth, WA, Australia) and were group housed with four to five mice per cage with a 12 h light/dark cycle at 22 °C with humidity 20–60%. Animals had ad libitum access to food (12.8 kJ/g, 6% fat, 20% protein; Barastoc Mouse Maintenance Cube, Ridley AgriProducts) and water. All procedures involving animals were approved by The Deakin University Animal Welfare Committee (A58-2010, G07-2013, G15-2017 and G08-2020), which is subject to the Australian Code for the Responsible Conduct of Research.

#### High-fat feeding

At 12 weeks of age, mice were randomly assigned to regular chow or high-fat diet (HFD; 43% digestible energy from fat, 20% from sucrose; SF04-001 Specialty Feeds). Throughout the diet period, mice were weighed weekly. After three months of the diet period, mice underwent body composition assessment using EchoMRI. Two days later, mice were fasted for 5 hrs before being humanely killed by cervical dislocation. Epididymal and inguinal adipose tissues were carefully excised and weighed and were either immediately frozen and stored at −80 °C for later analysis or were used for ex vivo adipose explant experiments.

#### Aβ peptide administration

Lyophilised recombinant Aβ_42_ (#AG912, Millipore) and scrambled control peptide (ScrAβ_42_; #AG916, Millipore) were resuspended in 1% NH_4_OH and aliquoted at 200 ng/ml in H_2_O and stored at −80 °C for no longer than 4 weeks. Peptide administration began when mice were 10-12 weeks of age and involved a daily i.p. injection of 1μg of peptide. Throughout the peptide administration period, body weight was measured daily and food intake was measured twice weekly, and body composition was measured weekly by EchoMRI. After two weeks, plasma Aβ_42_ was determined from samples collected 5 hr after recombinant ScrAβ_42_ or Aβ_42_ administration. After 3 weeks, an insulin tolerance test (ITT; i.p. 0.75U/kg) was performed following a 5 hr fast and 5 hr after peptide administration. Blood glucose was measured at baseline and after 20, 40, 60, 90 and 120 min after glucose administration. One week later, a glucose tolerance test (GTT; i.p 2 g/kg with 5μCi ^3^H-2-deoxyglucose and 5μCi ^14^C-glucose) was performed after a 5 hr fast and 5 hr after peptide administration. Blood glucose was measured at baseline and after 15, 30, 45, 60 and 90 min after glucose administration. Plasma was obtained at 0, 15, 30, 60 and 90 min for insulin determination and the measurement of tracer-specific activity. Mice were humanely killed by cervical dislocation immediately after the GTT. Blood was collected for plasma and tissues were dissected, rapidly frozen and stored at −80 °C for later analysis. Another cohort of mice were administered ScrAβ_42_ or Aβ_42_ for four weeks, as described above. After four weeks of peptide administration, mice were anaesthetised by isoflurane inhalation before undergoing echocardiography. Two days later, mice were humanely killed by cervical dislocation and blood was obtained for plasma and tissues were dissected, rapidly frozen and stored at −80 °C for later analysis. Another cohort of mice were administered ScrAβ_40_ or Aβ_40_ (Millipore) for four weeks, as described above. After four weeks of peptide administration, mice were anaesthetised by isoflurane inhalation before undergoing echocardiography. Two days later, mice were humanely killed by cervical dislocation and blood was obtained for plasma and tissues were dissected, rapidly frozen and stored at −80 °C for later analysis.

#### 3D6 administration

For the 3D6 prevention study, 12-week-old mice were assessed for baseline cardiac structure and function by echocardiography and were assigned to one of two groups such that deceleration time was matched. One week later, mice were fed HFD (as described above) and then received control antibody (IgG2a isotype antibody, #BE-0085 BioXCell) or 3D6 antibody (#TAB-0809CLV, Creative Biolabs) weekly via i.p. injection (0.75 mg/kg). Body weight was measured twice per week, while body composition was measured every two weeks throughout the study. After 10 weeks of high-fat feeding, mice underwent an ITT and then a GTT after 11 weeks of high-fat feeding. After 12 weeks of high-fat feeding mice underwent echocardiography and two weeks later were humanely killed by cervical dislocation following a 5 hr fast. Blood was collected for plasma and tissues were dissected, rapidly frozen and stored at −80 °C for later analysis. In the 3D6 reversal study, 12-week-old mice were assessed for baseline cardiac structure and function by echocardiography and were assigned to one of three groups such that deceleration time was matched. One week later, one group of mice remained on standard chow, while the other two groups were fed a high-fat diet. Body weight was measured twice per week throughout the study. After 13 weeks of high-fat feeding, mice underwent echocardiography for pre-treatment assessment of cardiac function and morphology. Mice were then administered control antibody or 3D6 antibody weekly via i.p. injection (0.75 mg/kg) for the remainder of the study. Four weeks later, mice underwent post-treatment assessment of cardiac function and morphology, followed by assessment of body composition by EchoMRI two days later. One week later, mice were humanely killed by cervical dislocation following a 5 h fast. Blood was collected for plasma and tissues were dissected, rapidly frozen and stored at −80 °C for later analysis.

#### Echocardiography

Echocardiography was performed using a Phillips HD15 diagnostic ultrasound system with 15 MHz linear-array transducer^38,72,73^. In line with published recommendations^74^, depth of anaesthesia was modulated to maintain heart rate between 400 and 650 bpm. Images were not quantified when heart rate was ≤ 350 bpm. Transmitral Doppler imaging was used to assess LV filling velocity and deceleration time was determined from the slope of the E-wave. Only E-waves where there was sufficient separation from the A-wave to allow slope determination were quantified. Aortic valve Doppler imaging was used to assess aortic flow and ejection times. Ejection fraction and fractional shortening (FS) were derived from M-Mode measurements as indicators of LV systolic and contractile function and chamber morphology was also determined from M-mode measures. Echo images were analysed using the HD15 system in a blinded manner. The average value of each index from 2-4 cardiac cycles was used.

### Adipose tissue explants

Prior to the ex vivo incubation protocol, all consumables such as 12-well plates, tips, and tubes were blocked in 5% bovine serum albumin (BSA) to minimise binding of Aβ_42_ to plasticware^75^. Tests with recombinant Aβ_42_ revealed recovery of ~95% of Aβ_42_ using this method. Upon collection of inguinal adipose tissue samples, four ~10–15 mg tissue portions were isolated and each of them was placed in a well with 500 uL of DMEM media supplemented with 10% BSA. Three samples were incubated in vehicle (0.1% DMSO), while one incubated in 10μM Brefeldin A. Each tissue was individually weighed, the starting time of the incubation recorded, and the plate was placed at 37 °C in 10% CO_2_ for 24 h. Following the 24 h period, both media and the tissue were rapidly collected, and subsequently snap-frozen, for further analyses. High-sensitivity ELISA kits were used to quantify Aβ_40_ (#294-62501 human/rat/mouse, FUJIFILM Wako) and Aβ_42_ (#292-64501 human/rat/mouse high sensitivity, FUJIFILM Wako) and the protocol was followed as per the manufacturer’s protocol. In brief, samples were brought to room temperature, vortexed, and 100 μl of sample was placed in each well, together with the respective internal controls for each plate. Each plate was then sealed and refrigerated overnight. Following this, the solutions were discarded, and each well was washed 5 times before addition of 100 μl of HRP-conjugated antibody. Following 1 hour of incubation, the solution was discarded and the washing step was repeated, with subsequent addition of 100 μl TMB solution to initiate the HRP reaction at room temperature in the dark. Following 30 minutes, 100 μl of Stop-solution was added to terminate the reaction and the absorbance (at 450 nm) was subsequently measured to determine the protein levels.

### Glucose clearance and fate

The LV of the heart, quadriceps skeletal muscle and epididymal adipose tissue (15-25 mg) were used to determine 2-^2^H-deoxyglucose clearance as we have previously described^73^. To determine 1-^14^C-glucose incorporation into glycogen, ~10-15 mg of LV tissue was digested in 1 M KOH at 70 °C for 20 min and glycogen was precipitated with saturated Na_2_SO_4_, washed twice with 95% ethanol and resuspended in acetate buffer (0.84% sodium acetate, 0.46% acetic acid, pH 4.75) containing 0.3 mg/mL amyloglucosidase (Sigma). Glycogen was allowed to digest overnight at 37 °C before being assayed for glucose content using the glucose oxidase method^76^. Digested glycogen was also assessed for ^14^C-glucose incorporation by scintillation counting. To determine 1-^14^C glucose incorporation into lipids, 5–10 mg of LV tissue was homogenised in chloroform/methanol (2:1) and mixed overnight at room temperature. Organic and inorganic phases were separated by addition of 0.6% NaCl and the lower organic phase was collected and evaporated under N_2_ at 45 °C. The dried extract was resuspended in absolute ethanol and TG content was assayed using TG GPO-PAP reagent (Roche) and ^14^C-glucose incorporation by scintillation counting.

### Gene expression and analysis

Bulk RNA was isolated from LV tissue by homogenisation using a hand-held homogeniser in Trizol and RNA was isolated using RNeasy kits (Qiagen), according to manufacturer’s instructions. Sequencing libraries were generated from 0.5 µg of total RNA using TruSeq Stranded Total RNA preparation kit (Illumina) as per manufacturer’s instructions. Transcriptome-wide mRNA levels were measured using the NovaSeq 6000 Sequencing System (Illumina). Sequence Fastq files underwent quality trimming and mapping to the mouse reference transcriptome with Salmon. The reference transcriptome sequence was obtained from Gencode (version vM24). Counts were read into R (version 4.0.2)^77^. Differential expression analysis was performed separately for two contrasts (ScrAβ_42_ vs. Aβ_42_ and Control vs 3D6). Genes with fewer than 10 reads per sample on average were discarded. Differential analysis was performed with DESeq2 (version1.28.1). Multi-contrast enrichment analysis was performed with mitch (version 1.0.6) using default settings, which implements an ANOVA on ranks approach^42^. Human Reactome pathways were downloaded (19^th^ May 2020) and gene names were converted to mouse using Ensembl ortholog mapping. Gene sets with false discovery rate <0.05 were considered significant. Genesets that were significantly regulated in both contrasts were presented. The expression of *App, Bace1 and Psen1* were quantified in epididymal adipose tissue, quadriceps skeletal muscle and the liver of control and obese mice by real time RT-PCR using the following primer pairs (*App* Fwd CTTGCACGACTATGGCATGC, rev GTCATCCTCCTCTGCATCCG; *Bace1* Fwd GGAGCCCTTCTTTGACTCCC, rev CCCGTG TATAGCGAGTGGTC; *Psen1* Fwd TTCAAGAAAGCGTTGCCAGC, rev AGGGCTGCACA AGGTAATCC).

### Plasma and biochemical analyses

BACE-1 activity was assessed using a fluorescent assay kit (Merck), while plasma glycerol and plasma HDL-C were determined using colorimetric kits (Sigma), all according to manufacturer’s instructions. High-sensitivity ELISAs were used to measure plasma Aβ_40_ and Aβ_42_ (FUJIFILM Wako), as described above, and plasma insulin (ALPCO), according to manufacturer’s instructions. Plasma TG concentration was assayed using TG GPO-PAP reagent (Roche) and plasma NEFA was determined using a colorimetric kit (FUJIFILM Wako). To quantify free plasma Aβ_42_, 100μL of plasma was added to 150μL of 10 mM Tris pH 7.5 and incubated with protein G magnetic beads, for 2 hours at 4 °C on a rotating wheel, before being spun in a centrifuge at 5,000 g for 5 min at 4 °C. The supernatant was collected and 100 μL was used to quantify Aβ_42_ using a high-sensitivity ELISA, as described above. Protein G beads were blocked with 0.2% BSA in 10 mM Tris pH 7.5 overnight at 4 °C on a rotating wheel prior to the assay.

### Isolation of enriched mitochondrial fractions

Approximately 50 mg of left ventricular tissue was homogenised with a handheld homogeniser at low speed for two 10 sec bursts while on ice in 500μL of mitochondrial isolation buffer (70 mM sucrose, 220 mM mannitol, 5 mM KH_2_PO_4_, 5 mM MgCl_2_, 2 mM HEPES, 1 mM EGTA, 0.2% BSA). The homogenate was spun in a centrifuge at 800 g for 10 min at 4 °C. The supernatant was collected and spun in a centrifuge at 12,000 g for 10 min at 4 °C. The resulting pellet was resuspended in lysis buffer (50 mM Tris pH 7.5, 1 mM EDTA, 1 mM EGTA, 10% glycerol, 1% triton X-100, 50 mM NaF, 5 mM Na_4_P_2_O_7_, 1 mM Na_3_VO_4_, 1 mM DTT) and mitochondrial protein concentration was determined by the BCA method. Quantification of Aβ_42_ was performed from 200μg of mitochondrial protein.

### Western blotting

For western blotting, 10 µg of protein were denatured in SDS reducing buffer and incubated at 37 °C for 5 min before being subjected to SDS-PAGE^78^. Proteins were transferred onto polyvinylidine diflouride (PVDF) membranes, which were blocked in 1% bovine serum albumin in Tris-buffered saline and 0.05% Tween (TBST) for 1 hour at RT before being exposed to primary antibodies against pyruvate dehydrogenase (PDH) E1a subunit (Cell Signalling Technology #2784), cytochrome c oxidase subunit 4 (CoxIV; Cell Signalling Technology #4844), succinate dehydrogenase subunit A (SDHa; Cell Signalling Technology #11998), histone 4 (H4; Cell Signalling Technology #2592) p38 mitogen activate protein kinase (MAPK; Cell Signalling Technology #9212), troponin (Cell Signalling Technology #4002), amyloid beta (Moab2, Abcam ab126649) and α-tubulin (Sigma-Aldrich T6074). All antibodies were diluted in 1xTBST at a concentration of 1:1000. Membranes were washed in TBST and exposed to appropriate anti-species horseradish peroxidase (HRP) conjugated secondary antibodies for 1 hr at RT, before final washes. Protein bands were detected using ECL Chemiluminescent Substrate Reagent Kit (Invitrogen) and visualized on a Chemidoc XRS System and Analysis Software (Bio-Rad Laboratories).

### Primary cardiomyocytes

Neonatal ventricular cardiomyocytes were isolated from mixed sex, two-day-old C57BL6J mice^79^. Cells were seeded into Seahorse V7 assay plates at 60,000 cells/well. Prior to assays, cells were exposed to Aβ_42_ at 0, 200 and 300pM and co-incubated with ScrAβ_42_ at 300, 100 and 0pM, respectively, such that all cells were exposed to 300pM of total peptide for 48 hr, with media replenished every 24 hr. These supraphysiological Aβ_42_ concentrations were used as we measured Aβ_42_ levels in FBS containing media at ~20pM. Cells were washed and incubated in 600 µL assay running media (unbuffered DMEM, Invitrogen; supplemented with 25 mM glucose, 1 mM pyruvate, pH 7.4) in a non-CO_2_ incubator at 37 °C for 1 h before commencing the assay. Mitochondrial function was analysed by performing three baseline oxygen consumption rate (OCR) measurements, before subsequent measurements following injections of oligomycin (1 mM final concentration), carbonyl cyanide-p-trifluoromethoxyphenylhydrazone (FCCP; 1 μM final concentration), rotenone (1 μM final concentration) and Antimycin A (1 μM final concentration). Each measurement cycle consisted of the following: 3 min mix, 3 min wait, 3 min measure. Basal OCR was calculated by subtracting the mean value of the OCR measurements following Antimycin A injection from the mean of the baseline measurements. Maximal OCR was calculated by subtracting the mean value of the OCR measurements following Antimycin A injection from the mean value of the OCR measurements following FCCP injection^80^. Complex I-mediated respiration was designated as the difference between basal and rotenone (1μM)-suppressed respiration, which was also normalised by the maximal respiratory rate under FCCP stimulated conditions to determine flux as a percentage of maximal capacity. Cell viability was assessed by measuring extracellular and intracellular lactate dehydrogenase (LDH) following exposure of cardiomyocytes to 300pM of ScrAβ_42_ or Aβ_42_ for 48 hrs. LDH was measured using the CytoTox 96® Non-Radioactive Cytotoxicity Assay kit (Promega) as per manufacturer’s instructions. Viability was expressed as LDH in the media normalised to total LDH from the media and cell lysate^76^.

### Statistical analyses

All data are presented as mean ± SEM. Individual data points identified as greater than two standard deviations away from the mean were designated as outliers and removed. Data were assessed for normality using a Shapiro-Wilks test. Normally distributed data were analysed by independent samples t-test, one-way ANOVA, two-way ANOVA, two-way repeated measures ANOVA or mixed effects model, as described for statistically significant data in relevant figure legends. Data not normally distributed were analysed by Mann-Whitney test or Kruskal-Wallis test, as described for statistically significant data in relevant figure legends. All statistical analyses were performed using GraphPad Prism 9, with p values < 0.05 considered significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary information

Peer Review File

Reporting Summary

### Source data

Source data

## Data Availability

RNA-seq data generated in this study can be found at Gene Expression Omnibus, submission GSE213708. All other data generated during this study are provided in the Source Data file. No previously published datasets were used in this work. Source data are provided with this paper.

How the deposited data were processed for this re-analysis (not part of the article)

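Gene expression was measured by RNA sequencing of the left ventricle in 2 studies of mice, 30 mice in all. The peptide study compared 7 mice given Aβ_42_ with 7 mice given ScrAβ_42_, and the antibody study compared 8 mice given 3D6 with 8 mice given a control antibody. The authors trimmed the reads for quality and mapped them with Salmon to the GENCODE vM24 mouse transcriptome. For the peptide study, the authors deposited whole-number counts per Ensembl gene, 49671 genes in all, not normalized. For the antibody study, the authors deposited estimated counts per Ensembl transcript, 142647 transcripts, also not normalized. The paper's text does not state how the gene counts of the peptide study were summed from transcripts. Samples were assigned to groups by their labels and the paper, and 1 count column of the peptide study, which matched no labelled sample, was not used. The name of this column has the prefix of the ScrAβ_42_ columns but the number of no labelled mouse, so it was assigned to no group.

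Transcripts of the antibody study were summed to 56386 genes through the GENCODE vM21 annotation of GRCm38 and rounded to whole numbers. The annotation lists 99.48% of the genes of the peptide study and 99.21% of the transcripts of the antibody study, and 0.38% of the estimated counts fell on transcripts it does not list. Its release differs from that in the paper's methods, GENCODE vM24, and both are of the same genome build.

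Each study was analysed separately with edgeR 4.0.16 in R 4.3.3. Genes with a mean of at least 10 counts per heart were kept, counts were normalized by the TMM method, and groups were compared with the quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment. Log2 CPM used a prior count of 2. Positions are 1-based and of GRCm38. Total counts per heart were between 4478991 and 6015767 in the peptide study and between 6397192 and 8310478 in the antibody study. On counts simulated from the real means, library sizes and spread, with 200 genes changed by a log2 fold change of 1, the test recovered 80% of the changed genes with 10 false calls among 11880 genes in the peptide design, and 84% with 17 false calls among 12180 genes in the antibody design. A set of 20 genes shifted by -0.25 scored -0.805 and -0.767 in these simulations. Each gene was drawn independently, without differences between hearts shared by many genes. The simulated scores therefore do not show how set scores behave in the real hearts. In the peptide study, the normalized CPM of *Xist* were at most 0.775 and those of *Ddx3y* at least 99.4, and in the antibody study at most 1.14 and at least 32.9, as in male mice.

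Gene sets were scored by the mean rank of their genes, as in mitch, from the signed edgeR statistics, and tested with camera at an inter-gene correlation of 0.01. Reactome sets were the mouse sets of the fgsea package, version 1.28.0, which differ from the Reactome release that the paper used. Identifiers of 95.1% of set memberships matched an Ensembl gene. Of the pathways in Fig. 6a, 5 have no set in this collection and are not analysed here. Lists of marker genes for atrial tissue, blood, adipose tissue, mesothelium, platelets, skeletal muscle, circadian time and immediate early response, and of the genes drawn in Fig. 6b to d, were written before the data were examined, as were the designs of the tests and the alternatives. For the number of genes called, CPM of the total count and the share of mitochondrial counts as a covariate were added after the data were seen. A list of 4 ventricular stress genes was written afterwards. Lists with fewer than 3 tested genes were not tested. A joint test of both contrasts on ranks, in the manner of mitch, was run over 792 Reactome sets of at least 10 genes, and this scan was chosen after the data were seen.

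The rule for naming genes was every gene the paper names for these hearts in its text, in Fig. 3e or in Fig. 6b to d, and, per study, the 5 rising and 5 falling genes with the smallest p among those with an adjusted p under 0.05. The second part of the rule named no gene, since 0 genes passed in either study, while 780 genes in the peptide study and 447 in the antibody study had an unadjusted p under 0.05. From Fig. 6b to d, single genes are given for the PDH subunit and kinases, a TCA cycle enzyme, a coactivator, the gene with the smallest p, and 2 exceptions in direction, and the others are summarised. *Pdk3* and *Ucp1* fall outside the rule.

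The alternatives were DESeq2 1.42.0, limma-voom in limma 3.58.1, RLE and upper-quartile size factors, no filter on low counts, at least 10 counts in every heart, the first surrogate variable from sva 3.50.0, the atrial marker score as a covariate, CPM of the total count, and leaving out each mouse in turn. For Fig. 3e, values over 2 SD from their group mean were also left out, which is the paper's rule. For gene sets, DESeq2 statistics with a rank test, camera with an estimated correlation, and the rotation test fry were also used. Each study was refitted on 100 splits of its mice into groups of the same sizes, the real one included. Single values were compared by exact permutation tests with scipy 1.17.1.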

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

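The tests for atrial tissue, ventricular stress and complex I genes, and the counts of splits for the marker lists, complex I genes and mitochondrially encoded genes, were chosen only after the result was seen. Single hearts far from the rest of their group were sought with Dixon's ratio, the gap to the nearest heart divided by the range of the group, over 18 measures in 4 groups. This gave 9 outlying values among 72 tests, where chance gives about 5%.

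In the ScrAβ_42_ group, 1 mouse stood apart for *Nppa* (ratio 0.708), at a log2 CPM of 10.3 against 2.95 to 5.10 in the other 6 hearts. The same mouse stood apart for the atrial marker score (ratio 0.738), at 8.13 against -0.15 to 2.02. Both values came from the same heart, so the high *Nppa* may come from atrial tissue taken with the ventricle, and with the atrial marker score as a covariate the log2 fold change of *Nppa* between the groups was 0.49 instead of 2.93. The explanation by a general stress response of the ventricle was tested with *Nppb*, *Acta1*, *Myh7* and *Ankrd1*, which did not shift upwards with Aβ_42_ as a list (set score -0.146). The atrial genes were higher with Aβ_42_ as a list, with a set score of 0.823 (camera adjusted p = 0.00179 in edgeR) and a higher score in 6 of 7 hearts than the ScrAβ_42_ median. The difference in the mean score was 3.75 (two-sided exact permutation test, p = 0.0577 for 7 against 7 hearts, 0.46 after adjustment over 16 comparisons), and 6 of 100 splits of the mice gave a set score as large. The paper does not report on these genes. A sampling of atrial tissue that differed by chance between hearts cannot be told apart from an effect of Aβ_42_ on the expression of atrial genes.

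Further lists that the paper does not discuss shifted in the peptide study. Blood marker genes were lower with Aβ_42_ (set score -0.916, 5 of 5 genes lower, camera adjusted p = 0.00221 in edgeR), and 26 of 100 splits gave a score as large. Skeletal muscle marker genes were lower (set score -0.564, 4 of 5 genes lower, camera adjusted p = 0.00221), and 23 of 100 splits gave a score as large. The mean of the blood genes lay above the ScrAβ_42_ median in 2 of 7 hearts given Aβ_42_, and that of the skeletal muscle genes in 1 of 7. Neither list can be told apart from a chance division of hearts that differ in residual blood or adjoining muscle, and no biological explanation was tested. With the correlation between genes estimated, the adjusted p was 0.750 for each of these lists and for the atrial list (camera in edgeR).

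The nuclear genes of complex I were lower in both studies, with a set score of -0.348 with Aβ_42_ (31 of 36 genes lower, camera adjusted p = 0.0282 in edgeR) and -0.416 with 3D6 (33 of 36 genes lower, camera adjusted p = 0.00366). They thus did not move in opposite directions, although the difference between the studies was not tested. Among 100 splits of the mice, the real one included, a score as large arose in 60 with Aβ_42_ and in 58 with 3D6. With the correlation between genes estimated, the adjusted p was 0.889 with Aβ_42_ and 0.574 with 3D6 (camera in edgeR). With the atrial marker score as a covariate, the scores were 0.588 with Aβ_42_ (camera adjusted p = 1.79e-05 in edgeR) and -0.293 with 3D6. With the share of counts on the mitochondrial genome as a covariate, they were -0.457 and 0.312, and after adjusting for GC content and transcript length they were -0.371 and -0.227. The fall with Aβ_42_ may therefore come from atrial tissue, and the fall with 3D6 may come from the share of counts taken by the mitochondrial genome, but chance division of the hearts remains for both.

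In the antibody study, the genes of the mitochondrial genome were higher with 3D6 (set score 0.571, 12 of 13 genes higher, camera adjusted p = 0.0111 in edgeR). Their share of counts was 33.5% ± 2.18 (SD, n = 8) with 3D6 and 31.6% ± 3.71 (SD, n = 8) with the control antibody, a difference within the spread between hearts (two-sided exact permutation test, p = 0.227). With the correlation between genes estimated, the adjusted p was 0.418 (camera in edgeR). Among 100 splits, the real one included, 13 gave a set score as large, so the shift was not separated from a chance division of the hearts.

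The remaining outlying values have no pattern by group, and no explanation was tested for them. In the Aβ_42_ group, 1 mouse had the lowest share of counts on its 10 most counted genes (18%, ratio 0.621, others 23.3% to 26.6%). In the ScrAβ_42_ group, 1 mouse had the highest circadian marker score (5.54, ratio 0.569, others 5.38 to 5.45). With 3D6, mouse 4 had the fewest genes detected (16923, ratio 0.603), mouse 24 the lowest log2 CPM of *Fap* (-0.50, ratio 0.703) and mouse 20 the highest skeletal muscle marker score (-0.54, ratio 0.553). With the control antibody, mouse 15 had the lowest log2 CPM of *Itga1* (5.39, ratio 0.629) and the highest mesothelial marker score (2.37, ratio 0.646). Among these hearts, the Aβ_42_ mouse (9.21), control mouse 15 (7.11) and 3D6 mouse 20 (5.89) had high atrial marker scores. The ScrAβ_42_ mouse (-0.14) and 3D6 mice 4 (-1.21) and 24 (-0.84) had low ones. A link of the outlying values to adjoining tissue was not tested.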

How the results depend on the processing

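The 2 further settings for the number of genes called, CPM of the total count and the share of mitochondrial counts, were chosen only after the result was seen, and gave 0 genes, with 649 and 1252 genes with Aβ_42_ and 529 and 546 with 3D6 at an unadjusted p under 0.05. Of 252 values under alternatives other than leaving out a mouse, for results that answer a comparison, 204 kept their direction and their side of the threshold; of the others 13 became weaker, 15 stronger and 19 reversed, and 1 count moved. For single genes of Fig. 6 and further sets, 191 of 238 values were kept, 17 became weaker, 3 stronger and 27 reversed. The cause of these changes was not tested.

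With the atrial marker score as a covariate, set scores in the Aβ_42_ comparison became 0.714 for the TCA cycle, 0.574 for pyruvate metabolism with the TCA cycle, 0.461 for pyruvate metabolism, 0.104 for mitochondrial biogenesis, -0.173 for kainate receptors, -0.0291 for basigin interactions, -0.00462 for thrombin signalling, 0.681 and 0.418 for the genes of Fig. 6b and c, 0.588 for complex I, 0.878 for mitochondrially encoded genes and -0.132 for mesothelial markers, all reversed. Log2 fold changes with Aβ_42_ reversed to -0.31 for *Fgfr1*, 0.13 for *Idh3b*, 0.085 for *Ogdh*, 0.15 for *Pdha1*, 0.15 for *Pdk1*, 0.11 for *Pdk2* and 0.063 for *Ppargc1a*. The reversed Aβ_42_ scores of the TCA cycle and pyruvate sets passed the threshold as rises. Their camera adjusted p in edgeR was 7.7e-05 for the TCA cycle, 1.79e-05 for pyruvate metabolism with the TCA cycle and 0.00704 for pyruvate metabolism. So did the genes of Fig. 6b (0.000119) and Fig. 6c (0.0152), complex I (1.79e-05) and mitochondrially encoded genes (7.56e-05), of which 7 were tested. The other reversed set scores did not pass. In the 3D6 comparison, basigin interactions (-0.341) and thrombin signalling (-0.440) passed the threshold.

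The first surrogate variable as a covariate gave, with Aβ_42_, set scores of 0.699 for the TCA cycle, 0.546 for pyruvate metabolism with the TCA cycle, 0.455 for pyruvate metabolism, 0.0986 for mitochondrial biogenesis, -0.0596 for kainate receptors, 0.641 and 0.347 for the genes of Fig. 6b and c, 0.484 for complex I and 0.827 for mitochondrially encoded genes, all reversed. Log2 fold changes with Aβ_42_ reversed to -0.22 for *Fgfr1*, 0.069 for *Idh3b*, 0.014 for *Ogdh*, 0.090 for *Pdha1*, 0.10 for *Pdk1*, 0.017 for *Pdk2* and 0.026 for *Pdk4*. With 3D6, *Med1* reversed to -0.020, blood markers to 0.392 and complex I to 0.0476, whereas basigin interactions (-0.344) and immediate early genes (-0.464) passed the threshold. Of the reversed Aβ_42_ set scores, those other than mitochondrial biogenesis, kainate receptors and the genes of Fig. 6c passed the threshold as rises. Their camera adjusted p in edgeR ranged from 0.0002445 to 0.00562. Across genes, rho between the studies reversed to 0.122.

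With DESeq2, 12 genes were called with Aβ_42_ against 0 in edgeR, where 780 had an unadjusted p under 0.05. With its Wald statistics and a rank test, the sets that newly passed were pyruvate metabolism with the TCA cycle (-0.254), basigin interactions (0.321), adipose (0.733), mesothelial (0.838), immediate early genes (0.514) and the genes of Fig. 6b (-0.320) and Fig. 6c (-0.396) with Aβ_42_, and basigin interactions (-0.323), thrombin signalling (-0.423), hemostasis (-0.159), platelet activation (-0.163), chondroitin sulfate metabolism (-0.222) and chromatin modifying enzymes (0.157) with 3D6. Skeletal muscle markers (-0.556) no longer passed with Aβ_42_, and the atrial list reversed to 0.284 with 3D6. Without a filter on low counts, among the sets given in the text, pyruvate metabolism with the TCA cycle (-0.263), adipose (0.758) and mesothelial markers (0.843) and the genes of Fig. 6c (-0.387) passed with Aβ_42_. Mitochondrially encoded genes with Aβ_42_, near 0, changed sign to 0.00625 with DESeq2, 0.00384 with RLE size factors and 0.00749 with at least 10 counts in every heart. *Rora* was 0.025 with CPM of the total count and *Ppargc1a* 0.023 with limma-voom, and *Pdk3* with 3D6 was 0.35 with limma-voom.

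Camera with an estimated correlation, and fry, leave the scores as they are and change only p. Under both, the 3D6 shifts of the TCA cycle (0.477), pyruvate metabolism with the TCA cycle (0.453) and pyruvate metabolism (0.369) no longer passed, nor did the Aβ_42_ shifts of the atrial (0.823), blood (-0.916) and skeletal muscle lists (-0.564). The same holds for complex I in both contrasts, the genes of Fig. 6d in both, and the genes of Fig. 6b and c and mitochondrially encoded genes with 3D6. Complex I with Aβ_42_ (-0.337) also did not pass with at least 10 counts in every heart, nor did the genes of Fig. 6d with the first surrogate variable (-0.201) or the atrial marker score (-0.0332). Over the settings of the 3D6 comparison other than leaving out a mouse, the adjusted p of the TCA cycle ranged from 0.000839 to 0.418. The former came from the rank test with DESeq2's Wald statistics and the latter from camera with an estimated correlation. With 1 mouse left out in turn, the TCA cycle no longer passed in 4 of 16 fits.

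Leaving out 1 mouse in turn, calls with Aβ_42_ ranged from 0 to 3 genes: *Rgs2*, *Jun* and *Abra* without 1 of the Aβ_42_ mice, and *Pla2g4e* without the ScrAβ_42_ mouse with the highest *Nppa*. These genes were named after their values were seen, and their adjusted p with all hearts was 0.241, 0.119, 0.131 and 0.091 in edgeR. With 3D6, calls stayed at 0, with 256 to 772 genes at an unadjusted p under 0.05. With Aβ_42_, that number ranged from 609, with 257 higher and 352 lower, to 1266, with 794 higher and 472 lower. The fewest came without the Aβ_42_ mouse with the highest *Nppa*, and the most without the ScrAβ_42_ mouse with the highest *Nppa*. The exact Mann-Whitney p of *Nppa* ranged from 0.00816 (without the Aβ_42_ mouse with the lowest *Nppa*) to 0.138, and it was 0.0350 under the 2 SD rule. Log2 fold changes with Aβ_42_ ranged from -0.065 to 0.14 for *Itga1*, -0.055 to 0.038 for *Rora*, -0.13 to 0.31 for *Fgfr1*, -0.083 to 0.038 for *Pdha1*, -0.085 to 0.070 for *Pdk1*, -0.14 to 0.034 for *Pdk4*, -0.15 to 0.0042 for *Idh3b*, -0.31 to 0.26 for *Ppargc1a* and -0.014 to 0.071 for *Prkab1*, and with 3D6 from -0.24 to 0.13 for *Pdk3*.

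Set scores with Aβ_42_ ranged from -0.484 to 0.215 for the TCA cycle, -0.424 to 0.156 for pyruvate metabolism with the TCA cycle, -0.340 to 0.136 for pyruvate metabolism, 0.153 to 0.358 for basigin interactions, 0.230 to 0.4198 for thrombin signalling, -0.517 to 0.1599 for the genes of Fig. 6b, -0.531 to 0.0562 for complex I, -0.295 to 0.533 for mitochondrially encoded genes, -0.962 to -0.697 for blood, 0.471 to 0.902 for adipose and 0.671 to 0.875 for mesothelial markers. With 3D6 they ranged from 0.343 to 0.635 for the TCA cycle, 0.315 to 0.562 for pyruvate metabolism with the TCA cycle, 0.163 to 0.452 for pyruvate metabolism, -0.481 to -0.291 for thrombin signalling, -0.628 to 0.984 for atrial, -0.505 to 0.256 for blood and -0.414 to 0.0579 for immediate early genes. The difference in the per-heart TCA cycle score with Aβ_42_ ranged from -0.502 to 0.172.

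Adipose, mesothelial and skeletal muscle lists with 3D6, and the platelet list with Aβ_42_, had fewer than 3 genes past the filter and have no value. With at least 10 counts in every heart, the same holds for the adipose and skeletal muscle lists with Aβ_42_ and the platelet list with 3D6. No paired analysis was possible because the groups compared share no replicate numbers. When tested on simulated data, 80% of genes with a log2 fold change of 1 were recovered in the peptide design and 84% in the antibody design. Smaller changes of single genes were not simulated, nor were differences between hearts shared by many genes.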

Differences from the paper's values

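No test in this part was chosen only after the result was seen, except the joint test of both contrasts and the count of splits for antigen processing. The paper's Mann-Whitney p for *Nppa* is about 0.021 in Fig. 3e, read by eye, whereas the exact p here was 0.0728. None of the alternatives set before the data were examined came within 1.5 times of the paper's value. The exact p was 0.0728 with DESeq2's normalization and with CPM of the total count, 0.0350 with values over 2 SD from the group mean left out, and between 0.00816 and 0.138 with each mouse left out in turn. It was under 0.05 under the 2 SD rule and without the ScrAβ_42_ mouse with the highest value, at 0.0350, and without the Aβ_42_ mouse with the lowest value, at 0.00816. The paper's U is 8 and U here was 10, from 7 ScrAβ_42_ hearts where the paper reports 8. With the values of these hearts unchanged, adding a ScrAβ_42_ heart can only raise U or leave it at 10. An added heart alone therefore does not give the paper's U, and no other cause was tested.

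For mitochondrial biogenesis, the paper's adjusted p of the joint test is about 0.0095 in Fig. 6d, read by eye, whereas it was 0.464 here. It was 0.444 with DESeq2's Wald statistics, 0.435 with at least 10 counts in every heart, 0.743 with the first surrogate variable and 0.495 with the atrial marker score as a covariate, so none of these alternatives, set before the data were examined, reached the paper's value. The set used here holds 20 tested genes, of which 13 were higher with 3D6, whereas all 20 genes drawn in Fig. 6d were higher. Some genes of Fig. 6d are thus not in this set, and the p-values rest on different gene lists. The set scores themselves were close. They are about -0.15 with Aβ_42_ and 0.16 with 3D6 in the paper's figure, read by eye, and were -0.118 and 0.186 here.

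The paper shows pyruvate metabolism past its threshold in the joint test, in Fig. 6c. Here its adjusted p was 0.0604, and 0.0547 with DESeq2's Wald statistics. It passed with at least 10 counts in every heart (0.0110), and with the first surrogate variable (0.00364) and the atrial marker score (0.00171) as covariates, where the scores with Aβ_42_ were positive, at 0.457 and 0.459.

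The paper ranks the TCA cycle, pyruvate metabolism and mitochondrial biogenesis first by effect size among the sets reduced by Aβ_42_ and increased by 3D6. In the joint test with DESeq2's Wald statistics, the TCA cycle had the rank 6 among 45 sets with opposite directions, and the rank 3 among the 26 of them that were lower with Aβ_42_. Mitochondrial fatty acid beta-oxidation was first, with scores of -0.125 and 0.759. The paper presents sets regulated in both contrasts. By the rank test in each contrast alone, 4 of 792 sets passed in both, and 0 of these were opposite; 70 sets passed with Aβ_42_ and 86 with 3D6.

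Fig. 6 shows *Idh3b* and *Suclg1* increased by 3D6, *Sucla2* and *Prkab1* reduced by Aβ_42_, and antigen processing increased by 3D6. Here *Idh3b* was -0.09 and *Suclg1* -0.00019 on the log2 scale with 3D6, *Sucla2* was 0.01 and *Prkab1* 0.03 with Aβ_42_, and antigen processing scored -0.0490 with 3D6 and -0.345 with Aβ_42_, where it passed the threshold (camera adjusted p = 0.00924 in edgeR). The Aβ_42_ score ranged from -0.488 to -0.0016 with each mouse left out in turn, and 58 of 100 splits of the mice, the real one included, gave a score as large. *Idh3b* was counted far lower in the antibody study, for a reason that was not resolved, so its 3D6 value is uncertain. Platelet activation (-0.0015 with Aβ_42_, -0.158 with 3D6) and elevated platelet cytosolic calcium (-0.0040 and -0.106) were also lower in both contrasts, though only slightly with Aβ_42_. The rest of the 14 sets of Fig. 6a tested here scored in opposite directions.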

Other observations

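The tests on complex I and ribosomal protein genes, on *Nppa*, on blood, adipose and immediate early genes with Aβ_42_ and on the joint Reactome test, and the counts of splits for all single sets other than the TCA cycle and of pairs of splits for the TCA cycle, were chosen only after the result was seen.

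*Nppa* is an atrial gene as well as a marker of ventricular stress. Within the groups, *Nppa* on the log2 scale followed the atrial marker score with Pearson's r of 0.940 with Aβ_42_ (n = 7, exact permutation p = 0.00139), 0.885 with ScrAβ_42_ (n = 7, exact permutation p = 0.122), 0.941 with 3D6 (n = 8, exact permutation p = 0.00112) and 0.898 with the control antibody (n = 8, exact permutation p = 0.0108). After adjustment over these 4 relations, p was 0.00278, 0.122, 0.00278 and 0.0143 by exact permutation. Spearman's rho was 0.893 with Aβ_42_ (exact permutation p = 0.0123), 0.0714 with ScrAβ_42_ (exact permutation p = 0.906), 0.929 with 3D6 (exact permutation p = 0.00223) and 0.643 with the control antibody (exact permutation p = 0.0962), and the adjusted values were 0.0246, 0.906, 0.00893 and 0.128. Without the 2 hearts farthest from the median score, r was 0.887 with Aβ_42_ and 0.952 with 3D6, but 0.203 with ScrAβ_42_ and 0.0501 with the control antibody, where the relation rests on those hearts. The lowest rho of the 4 groups, 0.0714, leaves open whether *Nppa* tracks atrial markers in hearts with low scores. A candidate explanation of the higher *Nppa* with Aβ_42_ is that atrial tissue was sampled with the ventricle, since the log2 fold change fell to 0.49 with the atrial marker score as a covariate. Atrial scores also varied in the antibody study, from -1.28 to 5.89 with 3D6 and from -1.43 to 7.11 with the control antibody.

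The lower TCA cycle score with Aβ_42_ was weighed against 5 explanations. With the atrial marker score as a covariate, the score reversed to 0.714 and passed the threshold as a rise (camera adjusted p = 7.7e-05 in edgeR). Atrial tissue may thus account for the lower score, but the covariate did more than remove the shift. The share of counts on the mitochondrial genome does not, since the score was -0.413 with it as a covariate. In this study, though, 7 of 13 listed mitochondrially encoded genes passed the count filter, so that share may be incomplete. GC content and transcript length do not account for the lower score either, at -0.327. Among 10000 random lists matched on mean expression, 33.9% scored as far from 0, and the median random list scored -0.218, so highly expressed genes shifted downwards in general. Among 100 splits of the 14 mice, 67 gave a TCA cycle score as large. The higher TCA cycle score with 3D6 was 0.544 with the atrial marker score, 0.424 with the mitochondrial share as covariates and 0.516 after adjusting for GC content and length. In all, 0.98% of matched random lists scored as far from 0, but 26 of 100 splits of the 16 mice gave a score as large. The median random list scored 0.172 with 3D6, so highly expressed genes shifted in the same direction, by less than the TCA cycle genes. The 3D6 shift may still be a chance division of hearts that differ in their TCA cycle genes. Scores as large and opposite in the studies arose in 873 of 10000 pairs of splits.

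Across all genes, 17 of 100 splits of the peptide study gave at least 780 genes with an unadjusted p under 0.05, and 42 of 100 splits of the antibody study gave at least 447. The most among the splits was 2805 genes in the peptide study and 2227 in the antibody study, so divisions of the hearts other than by treatment hold larger differences. A rho across genes as far from 0 as -0.0794 arose in 49 of 100 paired splits. The joint test on edgeR ranks called 147 Reactome sets, 44 of them opposite, and 69 of 100 paired splits gave at least as many opposite sets. The median paired split gave 191.5 sets, 73 of them opposite. These counts suggest that the joint test, which treats genes as independent, calls many sets for any division of these hearts.

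For the other pathways, the number of splits, the real one included, with a score as large, among 100, was 66 with Aβ_42_ and 15 with 3D6 for pyruvate metabolism with the TCA cycle, 74 and 20 for pyruvate metabolism, 45 and 23 for mitochondrial biogenesis, 41 and 28 for kainate receptors, 27 and 4 for basigin interactions, and 28 and 3 for thrombin signalling. The genes of Fig. 6d scored as large in 3 splits with Aβ_42_ and 3 with 3D6, those of Fig. 6c in 46 and 8, and those of Fig. 6b in 66 and 10. Since the paper describes the genes of Fig. 6d as the regulated ones, other splits would tend to score lower for them, and this count is no test. How the genes of Fig. 6b and c were selected is not stated, so their counts may be no test either. Splits rarely reached the scores of basigin interactions and thrombin signalling with 3D6. The genes of Fig. 6d kept 0.638 with 3D6 but not their shift with Aβ_42_ (-0.0332) when the atrial marker score was a covariate. The scores of basigin interactions and thrombin signalling with 3D6 were kept with that covariate, at -0.341 and -0.440, and other technical explanations were not tested for them.

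Ribosomal protein genes, as the set for peptide chain elongation, were lower with 3D6, with a score of -0.607 over 84 genes, while it was 0.00803 over 66 genes with Aβ_42_. The paper does not report this set. Among 100 splits, the real one included, 43 gave a score as large. The score was -0.525 with the atrial marker score as a covariate and -0.424 after adjusting for GC content and length. It reversed to 0.240 with the share of counts on the mitochondrial genome as a covariate, as did complex I (0.312), so a candidate explanation is a difference between hearts in the share of mitochondrial RNA. An effect of the treatment cannot be told apart from it.

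Other tissues or times of sampling were tested by marker lists with camera in edgeR. With Aβ_42_, unadjusted p was 0.000222 for blood, 0.0173 for adipose, 0.012 for mesothelial, 0.000207 for skeletal muscle, 0.0327 for circadian night, 0.530 for circadian day and 0.235 for immediate early genes, and 0.227 for the list of ventricular stress genes. The mean log2 CPM of the adipose list was 1.15 ± 2.68 (SD, n = 7) with Aβ_42_ and 0.07 ± 1.71 (SD, n = 7) with ScrAβ_42_. With 3D6, p was 0.399 for blood, 0.267 for platelet, 0.121 for circadian night, 0.396 for circadian day and 0.246 for immediate early genes. Adjoining tissue may thus differ between the groups of the peptide study, where the atrial list also shifted, but none of the 16 comparisons of mean list scores between groups passed after adjustment (two-sided exact permutation tests, adjusted p from 0.46 to 0.950), with 0 unadjusted p under 0.05.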
